# The plant pathogen *Pseudomonas aeruginosa* triggers a DELLA-dependent seed germination arrest in *Arabidopsis*

**DOI:** 10.7554/eLife.37082

**Published:** 2018-08-28

**Authors:** Hicham Chahtane, Thanise Nogueira Füller, Pierre-Marie Allard, Laurence Marcourt, Emerson Ferreira Queiroz, Venkatasalam Shanmugabalaji, Jacques Falquet, Jean-Luc Wolfender, Luis Lopez-Molina

**Keywords:** DELLA factors, abscisic acid, pseudomonas aeruginosa, oxyvinylglycines, germination, quorum sensing, *A. thaliana*

## Abstract

To anticipate potential seedling damage, plants block seed germination under unfavorable conditions. Previous studies investigated how seed germination is controlled in response to abiotic stresses through gibberellic and abscisic acid signaling. However, little is known about whether seeds respond to rhizosphere bacterial pathogens. We found that *Arabidopsis* seed germination is blocked in the vicinity of the plant pathogen *Pseudomonas aeruginosa*. We identified L-2-amino-4-methoxy-trans-3-butenoic acid (AMB), released by *P. aeruginosa*, as a biotic compound triggering germination arrest. We provide genetic evidence that in AMB-treated seeds DELLA factors promote the accumulation of the germination repressor ABI5 in a GA-independent manner. AMB production is controlled by the quorum sensing system IQS. In vitro experiments show that the AMB-dependent germination arrest protects seedlings from damage induced by AMB. We discuss the possibility that this could serve as a protective response to avoid severe seedling damage induced by AMB and exposure to a pathogen.

## eLife digest

The plant embryo within a seed is well protected. While it cannot stay within the seed forever, the embryo can often wait for the right conditions before it develops into a seedling and continues its life cycle. Indeed, plants have evolved several ways to time this process – which is known as germination – to maximize the chances that their seedlings will survive. For example, if the environment is too hot or too dark, the seed will make a hormone that stops it from germinating.

In addition to environmental factors like light and temperature, a seed in the real word is continuously confronted with soil microbes that may harm or benefit the plant. However, few researchers have asked whether seeds control their germination in response to other living organisms.

The bacterium *Pseudomonas aeruginosa* lives in a wide spectrum of environments, including the soil, and can cause diseases in both and plants and animals. Chahtane et al. now report that seeds of the model plant *Arabidopsis thaliana* do indeed repress their germination when this microbe is present. Specifically, the seeds respond to a molecule released from the bacteria called L-2-amino-4-methoxy-trans-3-butenoic acid, or AMB for short. Like the bacteria, AMB is harmful to young seedlings, but Chahtane et al. showed that the embryo within the seed is protected from its toxic effects.

Further experiments revealed that the seed's response to the bacterial molecule requires many of the same signaling components that repress germination when environmental conditions are unfavorable. However, Chahtane et al. note that AMB activates these components in an unusual way that they still do not understand.

The genes that control the production of AMB are known to also control how bacterial populations behave as they accumulate to high densities. It is therefore likely that *Pseudomonas aeruginosa* would make AMB if it reached a high density in the soil. This raises the possibility that plants have specifically evolved to stop germination if there are enough microbes nearby to pose a risk of disease. This hypothesis, however, is only one of several possible explanations and remains speculative at this stage; further work is now needed to evaluate it. Nevertheless, identifying how AMB interferes with the signaling components that control germination and plant growth may guide the design of new herbicides that could, for example, control weeds in the farming industry.

## Introduction

Seeds are remarkable structures promoting plant dispersal by preserving the plant embryo in a desiccated and highly resistant state. Their appearance in the course of land plant evolution is regarded as a cornerstone of the striking spread and diversification of angiosperms among terrestrial plants.

Seed imbibition with water is the necessary first step to permit germination, transforming the embryo into a fragile juvenile seedling. However, upon imbibition, the seed is also exposed to potentially fatal environmental conditions for the future seedling. To avoid premature death, plants have evolved control mechanisms that block germination under unfavorable conditions to maintain the highly protected embryonic state (Lopez-Molina et al., 2001; 2002).

Historically, studies focused on how seeds respond to abiotic stresses such as high temperature, canopy light -unfavorable for photosynthesis- or high salinity (Baskin and Baskin, 1998; Reynolds and Thompson, 1971; Negbi et al., 1968). In *Arabidopsis*, perception of abiotic factors leads to changes in seed endogenous levels of gibberellic acid (GA) and abscisic acid (ABA), two phytohormones playing a central role to control germination (Cutler et al., 2010; Lau and Deng, 2010; Nonogaki, 2014; Davière and Achard, 2016). Under favorable conditions, GA synthesis increases, which is necessary to initiate germination. GA induces proteolysis of DELLA factors repressing germination, which are encoded by a family of five genes: *RGL2, GAI*, *RGA*, *RGL1* and *RGL3*. DELLA factors collectively repress germination by promoting the accumulation of ABA and ABA-response transcription factors (TFs) ultimately repressing seed germination such as ABI3 and ABI5 (Lee et al., 2002; Penfield et al., 2006; Lee et al., 2010a; Lopez-Molina and Chua, 2000; Lopez-Molina et al., 2001; 2002; Finkelstein and Lynch, 2000; Piskurewicz et al., 2008; 2009). RGL2 can play a prominent role among DELLAs to stimulate ABA signaling and thus repress germination. Indeed, only *rgl2* mutants can germinate when seeds are treated with a GA synthesis inhibitor (Lee et al., 2002; Piskurewicz et al., 2008). This is likely due to the positive regulation of *RGL2* mRNA levels by ABA, which generates a positive feedback loop sustaining high RGL2 accumulation relative to other DELLAs (Piskurewicz et al., 2008, 2009). How DELLA factors stimulate ABA signaling in seeds remains to be understood. DELLAs are unable to directly bind to DNA and thus are more likely to interact with TFs or other factors regulating ABA signaling. Recent work has shown that DELLA protein activity is regulated through phosphorylation, SUMOylation, O-GlcNAcylation, or O-fucosylation (Conti et al., 2014; Qin et al., 2014; Zentella et al., 2016, 2017).

Along with abiotic factors, seeds are also continuously confronted to bacteria, fungi and animals (e.g. nematodes) present in soil and potentially acting as pathogens or commensals (Silby et al., 2011). Little is known about whether biotic factors released by non-plant organisms induce seed germination responses in plants. To address this question in the model plant *Arabidopsis*, we considered the case of *Pseudomonas*, a genus of Gram-negative bacteria having pathogenic and commensal interactions with both animals and plants (Silby et al., 2011).

We confronted *Arabidopsis* seeds to different *Pseudomonas* species and found a strong germination repressive activity (GRA) released by *Pseudomonas aeruginosa*. Strikingly, *P. aeruginosa* did not repress the germination of *Arabidopsis* mutant seeds lacking DELLA factors or ABA signaling components. Metabolomic and bioguided biochemical fractionation approaches led us to identify the oxyvinylglycine L-2-amino-4-methoxy-trans-3-butenoic acid (also referred as methoxyvinylglycine or AMB) as the main GRA released by *P. aeruginosa*. AMB production and release is dependent on the five-gene operon *ambABCDE* controlling the newly identified quorum-sensing IQS in *P. aeruginosa* (Lee et al., 2010b, 2013a). Using synthetic AMB, we provide genetic evidence that the activity of DELLAs to stimulate ABA-dependent responses is enhanced in seed exposed to AMB. Whether this reflects a mechanistic link between AMB and DELLAs is not known. Furthermore, AMB induces severe developmental defects in juvenile seedlings. In contrast, germination-arrested seeds are capable to produce viable plants when no longer exposed to AMB or *P. aeruginosa*.

Oxyvinylglycines are known to inhibit irreversibly pyridoxal phosphate (PLP)-dependent enzymes (Berkowitz et al., 2006). Furthermore, AMB is a methionine analog. Our results suggest that AMB does not block germination by interfering with ethylene, auxin or methionine synthesis. Rather, our results indicate that AMB interferes with an unknown and GA-independent mechanism promoting DELLA-dependent germination arrest, which involves DELLA-dependent stimulation of ABA signaling. We discuss possible interpretations of our findings, including the possibility that the germination arrest could serve as a protective response to avoid severe seedling damage induced by AMB and exposure to a pathogen.

## Results

### *Arabidopsis* seed germination is repressed by *Pseudomonas aeruginosa*

We explored whether *Pseudomonas* bacteria release compounds inhibiting *Arabidopsis* seed germination as follows: (1) individual *Pseudomonas* species were propagated for 3 days on germination agar medium supplemented with a carbon source; (2) thereafter *Arabidopsis* seeds were sown on the germination medium at various distances from the bacteria; (3) germination was scored after culturing seeds for 3 days (Materials and methods, Figure 1—figure supplement 1A). Germination was not markedly repressed by *P. fluorescens, P. putida*, *P. syringae* or *Escherichia coli* (used as a Gram-negative non-*Pseudomonas* species control) (Figure 1A and B). In marked contrast, germination was strongly repressed by *P. aeruginosa* (WT strains *PAO1* and *PA14*) (Figure 1A and B). The percentage of germination increased with increasing distance separating seeds and *P. aeruginosa* (Figure 1A and Figure 1—figure supplement 1B). Furthermore, germination arrest did not occur in absence of germination medium separating bacteria and seeds (Figure 1—figure supplement 1C).

**Figure 1.**
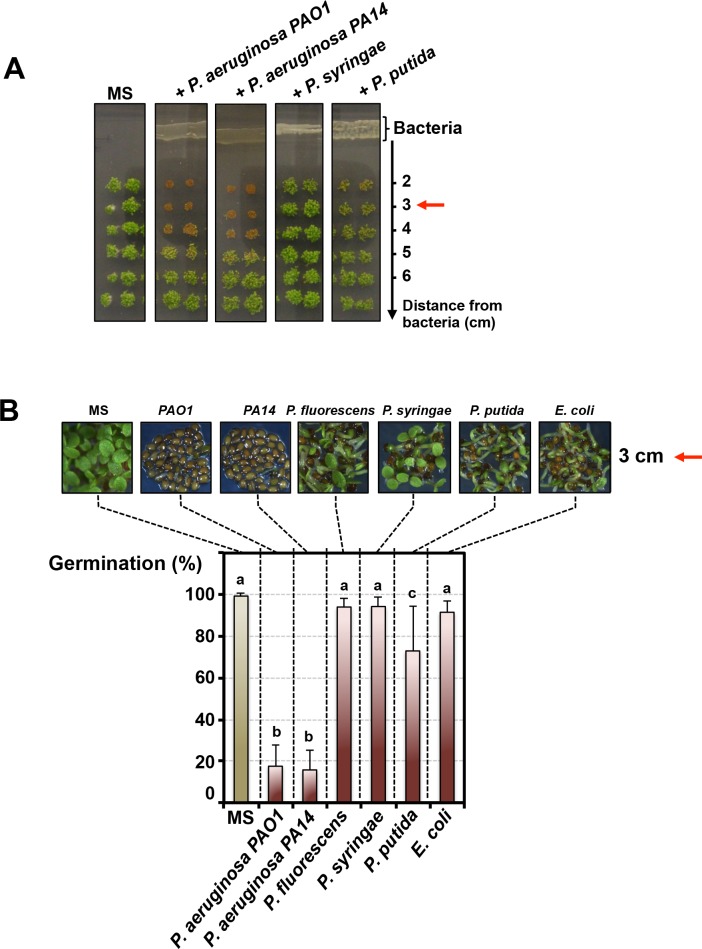
*Pseudomonas aeruginosa* releases a germination repressive activity (GRA). (**A**) Pictures show *Arabidopsis* plants 4 days after sowing WT seeds in germination medium lacking bacteria (MS) or containing a given *Pseudomonas* species as indicated. *Escherichia coli* was included as a Gram-negative non-*Pseudomonas* species control. Note that seeds in close proximity of *P. aeruginosa* strains mostly did not germinate. Red arrows indicate distance used to calculate germination percentage in B. (**B**) Same experiment as in A. Representative pictures of plants 4 days after sowing seeds in germination medium in absence (MS) or presence of bacteria as indicated. Histograms show seed germination percentage 4 days upon sowing seeds in absence (MS) or presence of bacteria as indicated. Data represent mean ± standard deviation (nine replicates, n = 300–350). Lower case letters above histograms are used to establish whether two seed germination percentage values are statistically significantly different as assessed by one-way ANOVA followed by a Tukey HSD test (p<0.05): different letters denote statistically different values. 10.7554/eLife.37082.005Figure 1—source data 1.Germination percentage for each replicate.

**Figure 1—figure supplement 1.**
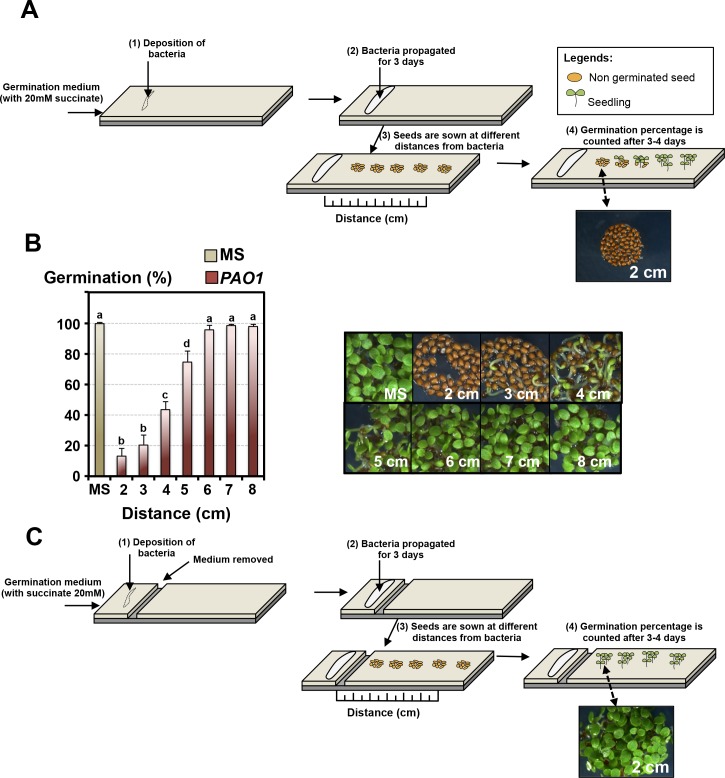
*Pseudomonas aeruginosa* releases a diffusible GRA in the germination medium. (**A**) Experimental procedure to assess germination of *Arabidopsis* WT seeds exposed to *Pseudomonas*. (1) Bacteria are streaked on germination medium supplemented with 20 mM succinate as a carbon source, (2) after letting bacteria grow for 3 days, (3) seeds are sown at different distances from the bacteria in order to (4) assess their germination thereafter. (**B**) Histogram depicts germination percentage 3 days after sowing WT seeds using the procedure described in A. Representative pictures of plant material 3 days after sowing are shown for each distance as indicated. Data represent mean ± standard deviation (four replicates, n = 200–250) and statistically significant differences were assessed by one-way ANOVA followed by a Tukey HSD test (p<0.05). (**C**) Same experimental procedure as in A except that the medium separating bacteria and seeds is initially removed.

From these observations, we conclude that *P. aeruginosa* releases a germination repressive activity (GRA) that diffuses in the germination medium.

### The GRA released by *P. aeruginosa* stimulates GA and ABA signaling pathways to repress seed germination

Upon imbibition seeds respond to unfavorable abiotic conditions by blocking GA synthesis, which promotes DELLA factors accumulation. In turn, DELLA factors collectively repress seed germination by stimulating ABA signaling including the accumulation of the germination repressor TF ABI5 (Piskurewicz et al., 2008, 2009). We studied whether GA and ABA signaling pathways play a role to repress germination in seeds exposed to *P. aeruginosa.*

GA signaling mutant seeds, lacking one or several DELLA factors and particularly ∆*della* mutant seeds lacking all five DELLA factors, had a higher percentage of seed germination in presence of WT *P. aeruginosa* (*PAO1*) (Figure 2A). Furthermore, *Arabidopsis* mutant seeds deficient in ABA synthesis (*aba1*) or signaling (*abi3*, *abi5*) also had a higher percentage of seed germination in presence of *P. aeruginosa* (*PAO1*) (Figure 2B).

**Figure 2.**
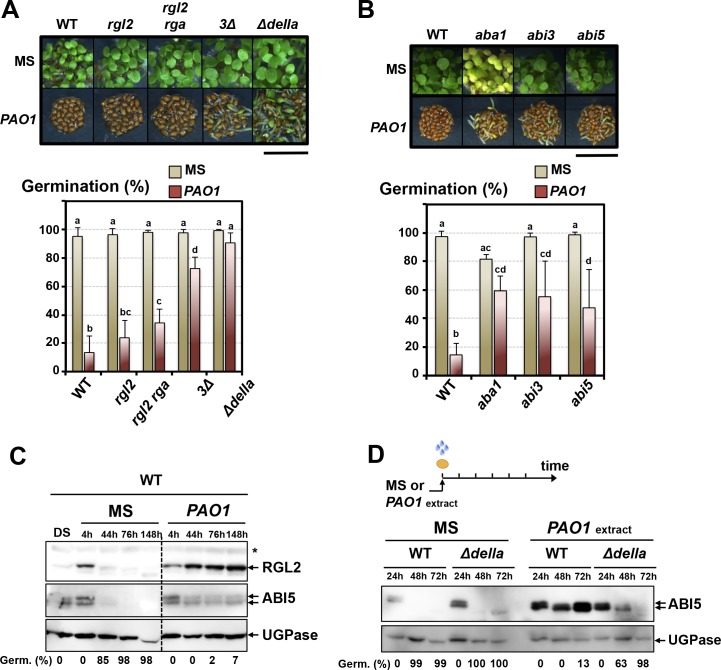
The GRA released by *P.aeruginosa* stimulates GA and ABA signaling pathways to repress seed germination. (**A**) Representative pictures of *Arabidopsis* plants 3 days after sowing WT and GA signaling mutant seeds in germination medium lacking bacteria (MS) or containing *P. aeruginosa* (*PAO1*). *Arabidopsis* plants include WT (Col-0) seeds and *rgl2*, *rgl2/rga*, *rgl2/rga*/*gai* (*3∆*) and *rgl2/rga*/*gai*/*rgl1*/*rgl3* (∆*della*) mutant seeds as indicated. Seeds and *P. aeruginosa* cells were separated by 2 cm. Histograms show seed germination percentage 3 days upon sowing seeds in absence (MS) or presence (*PAO1*) of bacteria as shown. Seeds and *P. aeruginosa* cells were separated by 2 cm. Data represent mean ± standard deviation (five replicates, n = 200–250). Statistical treatment and lower case letters as in Figure 1B. (**B**) Same as in A. using ABA synthesis and signaling mutant seeds. Mutants included *aba1* (deficient in ABA synthesis), *abi3* and *abi5* as indicated. Histograms show seed germination percentage 3 days upon sowing seeds in absence (MS) or presence (*PAO1*) of bacteria as indicated. Seeds and *P. aeruginosa* cells were separated by 2 cm. Data represent mean ± standard deviation (four replicates, n = 150–200). Statistical treatment and lower case letters as in Figure 1B. (**C**) Protein gel blot analysis of a time course of RGL2 and ABI5 protein levels upon WT (Col-0) seed imbibition in the absence (MS) or presence of *P. aeruginosa* (*PAO1*). Seeds and *P. aeruginosa* cells were separated by 2 cm. DS, dry seeds. UGPase protein levels are used as a loading control. Germination percentage at each time point is indicated. (**D**) Protein gel blot analysis of a time course of ABI5 protein levels upon WT (Col-0) and *Δdella* seed imbibition in the absence (MS) or presence of WT *P. aeruginosa* (*PAO1*) extract. UGPase protein levels are used as a loading control. Germination percentage at each time point is indicated. The asterisk (*) represents and unspecific banc detected by the RGL2 antibody. 10.7554/eLife.37082.009Figure 2—source data 1.Germination percentage for each replicate.

**Figure 2—figure supplement 1.**
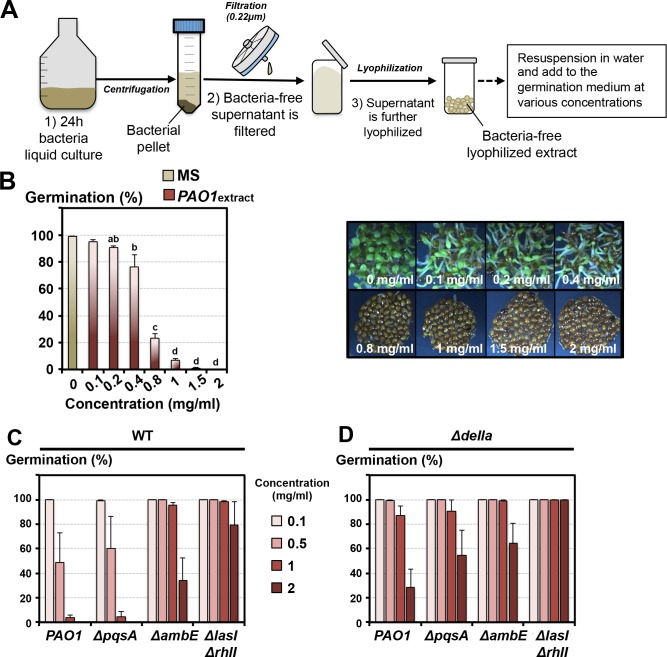
Lyophilized extracts of *P. aeruginosa* liquid culture medium elicit germination arrest responses similar to those observed with *P. aeruginosa* in germination plates. (**A**) Experimental procedure to produce bacteria-free lyophilized extracts (detailed procedure is described in Materials and methods). (1) *P. aeruginosa* cells are cultured for 24 hr in liquid solution containing 0.2% MS salts and 20 mM succinate. (2) After centrifugation the liquid solution is collected, filtered and lyophilized. (3) The lyophilizate is resuspended in water, and added to the germination medium to assess germination repressive activity. (**B**) Histogram depicts germination percentage 4 days after sowing WT seeds in germination plates made as described in A. Different amounts of lyophilizate per ml of germination agar medium were used as indicated. Representative pictures of plant material 4 days after sowing are shown for each concentration as indicated. Data represent mean ± standard deviation (eight replicates, n = 250–300) and statistically significant differences were assessed by one-way ANOVA followed by a Tukey HSD test (p<0.05). (**C**) Histograms depict germination percentage 3 days after sowing WT seeds in germination plates made as described in A. Different amounts of lyophilizate per ml of germination agar medium were used as indicated. Note the lower GRA present in extracts obtained from *ΔambE* and *ΔlasIΔrhlI P. aeruginosa* strains. Data represent mean ± standard deviation (three replicates, n = 200–250). (**D**) Same as in C using *Δdella* mutant seeds. Note the higher percentage of germination of *Δdella* seeds relative to WT seeds for a given extract concentration in the germination medium. Data represent mean ±standard deviation (three replicates, n = 200–250).

**Figure 2—figure supplement 2.**
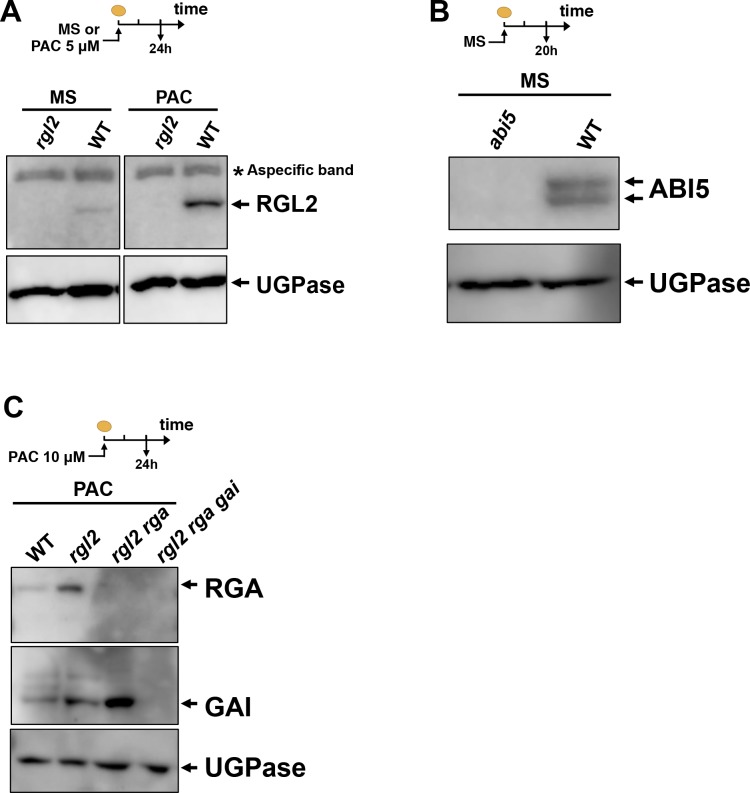
RGL2, GAI, RGA and ABI5 antibodies specificity. Protein gel blot analysis using antibodies to RGL2 (A), ABI5 (B), GAI and RGA (C) as indicated. Protein extracts from Col-0 (WT), *rgl2-13 (rgl2), rgl2-SK54 rga-28 (rgl2 rga), rgl2-SK54 rga-28 gai-t6* (*rgl2 rga gai*) and *abi5-3* (*abi5*) mutant seeds harvested after seed imbibition in presence or absence of PAC (PAC) as indicated. UGPase protein levels are used as a loading control.

We also exposed seeds to lyophilized extracts of *P. aeruginosa* liquid culture medium (Materials and methods, Figure 2—figure supplement 1A). These bacteria-free extracts (thereafter referred as ‘extracts’) also elicited DELLA-dependent germination arrest responses (Figure 2—figure supplement 1B, C and D).

We monitored the accumulation of the DELLA factor RGL2 and the ABA response TF ABI5 in seeds exposed to *P. aeruginosa.* In absence of bacteria, RGL2 and ABI5 were detectable during the first 44 hr upon seed imbibition but their accumulation decreased thereafter, which was associated with increasing germination percentage, consistent with previous reports (Figure 2C; Figure 2—figure supplement 2A and B) (Lee et al., 2002; Piskurewicz et al., 2008). However, WT seeds exposed to *P. aeruginosa* (*PAO1*) persistently accumulated RGL2 and ABI5 up to 148 hr upon imbibition, which was associated with low germination percentage (Figure 2C). In contrast, ∆*della* mutant seeds exposed to *P. aeruginosa* extracts did not maintain ABI5 accumulation over time upon imbibition, which was associated with increasing germination percentage (Figure 2D). These observations indicate that the GRA released by *P. aeruginosa* represses germination by promoting DELLA-dependent increase of the germination repressor ABI5, as previously shown with seeds unable to synthesize GA upon imbibition (Piskurewicz et al., 2008, 2009).

### The GRA released by *P. aeruginosa* elicits DELLA-dependent responses in a GA-independent manner

However, and surprisingly, exogenous GA (10 µM) did not promote germination of WT seeds exposed to *P. aeruginosa* extracts (Figure 3A). This was associated with persistent accumulation of RGL2 and ABI5 (Figure 3B). In contrast, and expectedly, exogenous GA promoted the germination of WT seeds exposed to paclobutrazol (PAC), an inhibitor of GA synthesis, which was associated with downregulation of RGL2 and ABI5 protein levels, consistent with previous results (Figure 3A, Figure 3—figure supplement 1 and Figure 5B). Thus, the GRA could elicit a DELLA-dependent germination arrest irrespective of GA levels in seeds.

**Figure 3.**
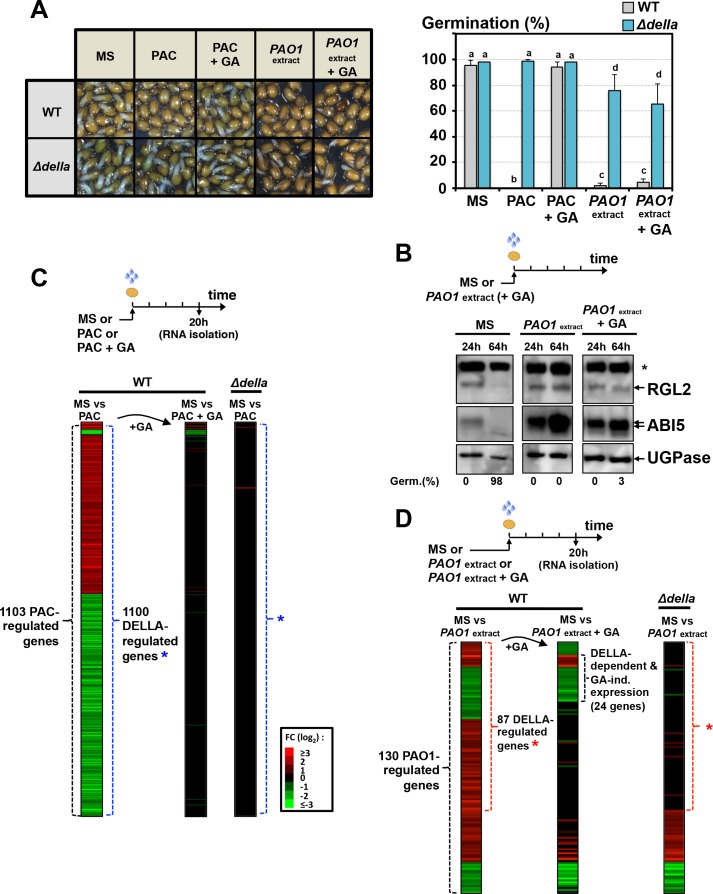
The GRA released by *P. aeruginosa* elicits DELLA-dependent responses in a GA-independent manner. (**A**) Representative pictures of *Arabidopsis* plants 48 hr after sowing WT and *Δdella* seeds in absence (MS) or presence of 5 µM paclobutrazol (PAC) or 5 µM PAC and 10 µM GA (PAC + GA) or WT *P. aeruginosa* extract without (*PAO1* extract) or with 10 µM GA (*PAO1*extract + GA) as indicated. 0.7 mg/ml of WT *P. aeruginosa* extract was used. Histograms show seed germination percentage 48 hr upon sowing seeds under conditions as indicated. Data represent mean ± standard deviation (three replicates, n = 150–200). Statistical treatment and lower case letters as in Figure 1B. (**B**) Protein gel blot analysis of RGL2 and ABI5 levels in WT (Col) seeds 24 hr and 64 hr after imbibition in the absence (MS) or presence of WT *P. aeruginosa* extract without (*PAO1* extract) or with 10 µM GA (*PAO1*extract + GA) as indicated. UGPase protein levels are used as a loading control. Germination percentage at each time point is indicated. The asterisk (*) represents and unspecific banc detected by the RGL2 antibody. (**C**) Diagram describes the procedure to isolate seed RNA in order to compare early transcriptomes of WT and ∆*della* seed exposed to PAC or PAC with GA. Total RNA isolated from WT (Col-0) and *Δdella* seeds imbibed for 20 hr in the absence (MS) or presence of 5 µM paclobutrazol without (PAC) or with 10 µM GA (PAC + GA) was used for RNAseq analysis (two replicates). The red and green horizontal lines represent individual genes whose mRNA expression is significantly upregulated (red) or downregulated (green) by at least twofold under different seed treatments as follows: left column represents the 1103 genes whose expression is either upregulated or downregulated in PAC-treated seeds relative to non-treated seeds (MS) (blue asterisk indicates the genes whose expression does not change in PAC-treated *Δdella* seeds); middle column represents the expression of the 1103 genes in seeds treated with PAC and GA (PAC + GA) relative to non-treated WT seeds (MS); right column represents the expression of the 1103 genes in *Δdella* seeds treated with PAC relative to non-treated seeds (MS). The scale bar relates color with absolute fold changes. Black color represents no change in gene expression. (**D**) Same experiment as in C using WT and ∆*della* seed exposed to WT *P. aeruginosa* extract without (*PAO1* extract) or with 10 µM GA (*PAO1*extract + GA) as indicated. 0.7 mg/ml of WT *P. aeruginosa* extract was used. Red asterisk indicates the genes whose expression does not change in *Δdella* seeds treated with *PAO1* extract. 10.7554/eLife.37082.012Figure 3—source data 1.Germination percentage for each replicate.

**Figure 3—figure supplement 1.**
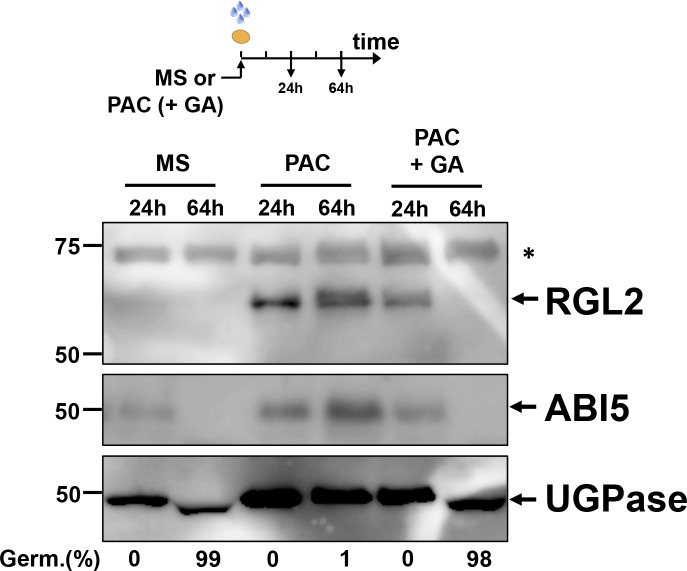
Effect of exogenous GA on RGL2 and ABI5 protein level under low GA condition. Protein extracts from WT (Col) seeds harvested at 24 hr and 64 hr after imbibition in absence (MS), presence of 5 µM PAC (PAC) or presence of 5 µM PAC and 10 µM GA (PAC + GA). UGPase protein levels are used as a loading control.

To further study how the GRA triggers a DELLA-dependent germination arrest, we compared the early transcriptome of WT and *∆della* seeds exposed to PAC or *P. aeruginosa* (*PAO1*) extract (Materials and methods, Figure 3C and D). 

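RNA was extracted from WT (Col-0) and *Δdella* seeds cultured for 20 hr on germination medium alone (MS) or with 5 µM PAC, 5 µM PAC and 10 µM GA, 0.7 mg/ml of *PAO1* extract, or *PAO1* extract and 10 µM GA. The 10 groups had 2 biological replicates each, 20 libraries in all, sequenced as single-end 50 bp reads. The authors mapped the reads to TAIR10 with TopHat and pooled the replicates of each group in Cuffdiff. The values used here are those of the authors' deposited table, which gives for 33557 genes 1 FPKM value per group and a log2 fold change, p and q for each of the 45 pairs of groups. The table gives no values of single replicates, so no SD can be given, and whether the authors' p take the spread between replicates into account is not given in the sources used here. The number of reads per library is not known from these values. In 3914 genes with 1 exon, the 50 lowest values of each group, multiplied by the length in kb open to a read, had a median between 0.0216 and 0.0299, a measure that does not give a number of reads. The q in the authors' deposited table equals a Benjamini-Hochberg adjustment over all 807588 tested values of the 45 comparisons taken together, and no p lies below 5e-05. A gene is called changed below at the paper's thresholds, q under 0.05 and at least a 2-fold change. Genes listed at 0 in 1 of the compared groups were kept, although their fold change is infinite. The 5 mutated DELLA genes were lower in *Δdella* than in WT seeds under every condition. On MS, *RGL2* (AT3G03450) had 170 FPKM in WT and 5.36 in *Δdella* seeds, *GAI* (AT1G14920) 70.2 and 9.91 FPKM, *RGA* (AT2G01570) 85.9 and 21.8 FPKM, *RGL1* (AT1G66350) 4.69 and 0.588 FPKM, and *RGL3* (AT5G17490) 97.4 and 14.3 FPKM.

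**Figure D1:**
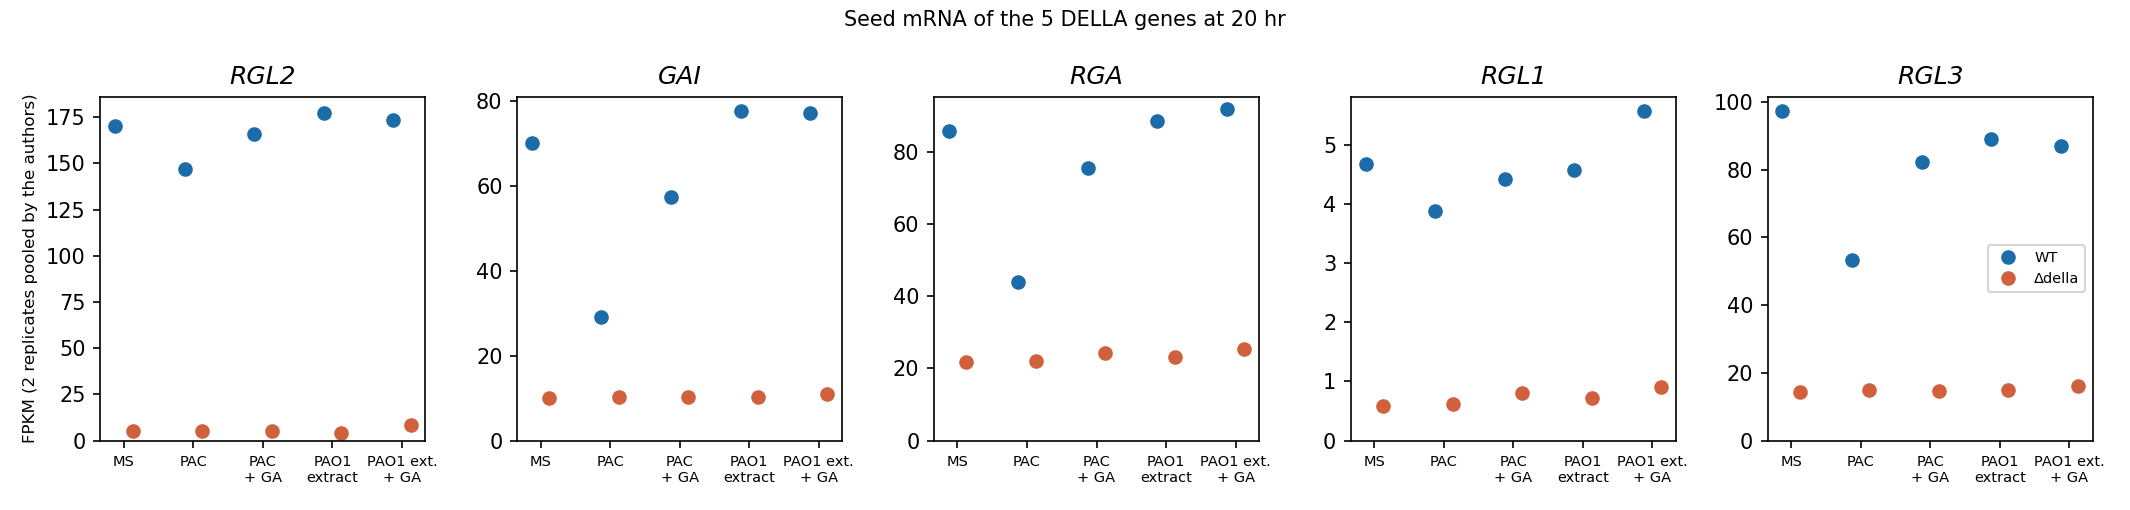
FPKM of the 5 DELLA genes (vertical axes, each from 0) in WT and *Δdella* seeds under the 5 conditions (horizontal axis), 1 point per group of 2 replicates pooled by the authors. In each panel every WT point lies above every *Δdella* point.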

We also included in the analysis the effect of exogenous GA (Materials and methods).

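Comparing PAC-treated with untreated WT seeds, 1130 of 17699 tested genes were called changed in the authors' deposited table, 467 higher and 663 lower with PAC. Of these, 27 are listed at 0 in 1 of the groups. Over the alternatives the count ran from 879 at an FDR of 0.01 to 1406 without a fold threshold in the authors' deposited table. Among called genes with at least 1 FPKM in both groups, the largest rise was that of AT4G18690 (chromosome 4 of TAIR10, 10282762 to 10283803), from 2.34 to 56.0 FPKM. *AOP3* (AT4G03050) rose from 3.88 to 87.7 FPKM and *CRU3* (AT4G28520) from 175 to 2639 FPKM. The largest falls were those of AT5G66260 (chromosome 5, 26471269 to 26471658), by a log2 fold change of -4.63 from 84.3 FPKM in the authors' deposited table, of AT4G33560, from 40.2 to 1.72 FPKM, and of AT4G31320, from 27.6 to 1.40 FPKM. Each of these 6 changes has the smallest q in the authors' deposited table, 0.00184. *ABI5* (AT2G36270) had a log2 fold change of 1.01 in the authors' deposited table, with q = 0.00341, and stays under 2-fold when 1 is added to both FPKM values (0.99 on the log2 scale).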

The expression of as many as 1103 genes was changed in PAC-treated WT seeds relative to untreated WT seeds (MS vs PAC, Figure 3C, Supplementary file 1). In contrast, only three genes had their expression affected in PAC-treated *Δdella* seeds relative to untreated *Δdella* seeds (MS vs PAC, Figure 3C, Supplementary file 1). Furthermore, only 36 and 2 genes had their expression changed when WT and *Δdella* seeds were treated with both PAC and GA (10 µM), respectively (MS vs PAC + GA, Figure 3C, Supplementary file 1). Thus, DELLA factors influence gene expression mainly when GA synthesis is compromised, consistent with previous reports (Cao et al., 2006).

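In *Δdella* seeds, 8 of 17918 tested genes were called changed with PAC in the authors' deposited table. For 5 of them the fold change is infinite. AT1G11785 is listed at 0 with PAC, and *BCP1* (AT1G24520), *RALFL8* (AT1G61563), AT1G79170 and *ATTI2* (AT2G43520) are listed at 0 on MS. The other 3 are AT1G47540, which rose from 1.52 to 9.83 FPKM, *SESA4* (AT4G27170), which rose from 7.58 to 22.8 FPKM, and AT3G41768, an rRNA gene, whose value went from 294 to 94.1 FPKM. Their log2 fold changes in the authors' deposited table are 2.70 (q = 0.0201), 1.59 (q = 0.00746) and -1.65 (q = 0.00184). An unadjusted p under 0.05 was reached by 60 genes in *Δdella* and 3302 in WT seeds in the authors' deposited table. The 60 are fewer than the 5% expected by chance from a calibrated test. A missing call in *Δdella* seeds therefore does not by itself show that a gene did not change. Among the 1102 genes called in WT seeds with finite values in both genotypes, the median ratio of the log2 fold change in *Δdella* to that in WT seeds was 0.0227. The difference between the genotypes was tested for 17121 genes, with the standard error of each log2 fold change taken from its p in the authors' deposited table, a normal test of the difference and Benjamini-Hochberg adjustment. The PAC response differed at an adjusted p under 0.05 for 356 genes, 351 of them called in WT and not in *Δdella* seeds.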

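With PAC and GA together, 38 of 17624 tested genes were called changed in WT seeds in the authors' deposited table, 18 higher and 20 lower than on MS. Of these, 35 were also called with PAC alone, 32 in the same direction. The comparisons share the untreated WT seeds, and simulations in which PAC and GA together changed no gene gave a median of 30 genes called in both in the same direction, against 31 observed among the genes they cover. Their noise by itself called a median of 86 genes with PAC and GA, against 36 observed, so they overstate chance and do not decide whether the overlap exceeds it. Another version, which took all change as chance, gave a median of 281 genes called in both in the same direction. It called a median of 420 genes with PAC and GA, against 36 observed, so it does not decide this either. In *Δdella* seeds 4 genes were called. AT1G79170 and *ATTI2* are listed at 0 on MS. *SESA1* (AT4G27140) went from 11.1 to 4.09 FPKM and *SESA2* (AT4G27150) from 27.8 to 13.1 FPKM. An unadjusted p under 0.05 was reached by 399 genes in WT and 57 in *Δdella* seeds, both fewer than the 5% expected by chance from a calibrated test. The counts depend on how the p values are adjusted, since no gene is called in either genotype when the p of the authors' deposited table are adjusted within the comparison. As no p lies below 5e-05, a few changed genes alone cannot pass that adjustment. For *Δdella* seeds, with 4 genes called, the 0 was fixed by this limit and is no evidence against the calls.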

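The genotypes can also be set against each other under each condition. Between *Δdella* and WT seeds, 800 of 18005 tested genes were called on MS in the authors' deposited table, 2468 of 18184 on PAC, 1069 of 18050 on PAC and GA, 919 of 18031 on *PAO1* extract and 496 of 17967 on extract and GA. On MS, 573 of the 800 were higher in *Δdella* seeds. All 626 genes called both on MS and on PAC and GA, which are different libraries, differed in the same direction.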

In contrast to PAC-treated WT seeds, only 130 genes had their expression changed in WT seeds exposed to *PAO1* extract relative to non-exposed WT seeds (MS vs *PAO1* extract, Figure 3D, Supplementary file 2). 

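Exposure of WT seeds to *PAO1* extract changed 134 of 17634 tested genes in the authors' deposited table, 90 higher and 44 lower than on MS, with 4 of them listed at 0 in 1 of the groups. The largest rises among genes with at least 1 FPKM in both groups were those of *ATNRT2.6* (AT3G45060), from 3.10 to 26.8 FPKM, AT2G23240, from 11.4 to 62.3 FPKM, and *GASA3* (AT4G09600), from 4.88 to 23.7 FPKM. With the same limit, the largest falls were those of *ELIP2* (AT4G14690), from 33.4 to 7.17 FPKM, of *KUF1* (AT1G31350), and of *KUOX1* (AT5G07480), from 19.7 to 5.12 FPKM. Of the 134 genes, 88 were also called with PAC. For 81 of the 87 of these with finite values in both comparisons the direction was the same. Both comparisons use the untreated WT seeds, and simulations in which the PAC group did not differ from MS, with noise that by itself called a median of 72 genes, gave a median of 24 such genes and at most 36 in 100 draws. In another version, which took all change as chance, the median was 6 and the highest number 11. It called a median of 65 genes with PAC. Of the genes the simulations cover, PAC called 1092, so in both versions an overlap near the 81 observed was nearly out of reach. They therefore do not show what the shared control would give beside a PAC response unrelated to the extract. The alternative that moved the 134 most was adjustment within the comparison, which gave 90 genes.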

Among the 130 genes, the expression of 87 genes was DELLA-dependent since it did not change in *Δdella* seeds exposed to *PAO1* extract (Figure 3D, Supplementary file 2). 

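In *Δdella* seeds the extract changed 119 of 17964 tested genes in the authors' deposited table, 72 higher and 47 lower. Of the 134 genes called in WT seeds, 43 were called in *Δdella* seeds as well, all in the same direction, and 91 were not. A further 76 genes were called in *Δdella* seeds only. Without the 4 genes listed at 0, the 91 become 87, of which 82 moved in the same direction in *Δdella* as in WT seeds. The median ratio of their log2 fold change in *Δdella* to that in WT seeds was 0.495 (quartiles 0.296 and 0.649), and 8 of the 87 had q under 0.05 in *Δdella* seeds at less than 2-fold. Choosing genes called in WT seeds only lowers this ratio by itself. The 71 genes called in *Δdella* seeds only and not listed at 0 gave a ratio of 0.517 the other way. Genes called in both genotypes gave 1.06 in *Δdella* relative to WT seeds. For 30 of the genes called in WT seeds the log2 fold changes in the genotypes differed by at least 1. By the same test of the difference as for PAC, the response to the extract differed at an adjusted p under 0.05 for 0 of 17240 genes, and at an unadjusted p under 0.05 for 121. Of the 85 genes called in WT seeds only that this test covers, 17 had an unadjusted p under 0.05. With standard errors from the Cuffdiff statistic, 2 genes passed, the small nucleolar RNA genes AT1G75163 and AT5G66564, neither of which is among the 91. With the noise between *Δdella* groups in their place, 196 genes passed, 18 of them among the 85, while the same test called 112 genes in the groups the noise was taken from. The count of 0 does not show that the responses are equal, since 0.702% of the genes had an unadjusted p under 0.05, where 5% are expected by chance from a calibrated test, so these standard errors are too large for it. In simulated data for this comparison the test recovered 0% of 20 genes whose responses differed by 3 on the log2 scale, 43.3% of 90 such genes and 69.5% of 200. Of genes whose mRNA the paper measures in later experiments, *EM1* (AT3G51810) had a log2 fold change with the extract of 1.60 in WT (q = 0.00184) and 1.22 in *Δdella* seeds (q = 0.00617) in the authors' deposited table. The log2 fold change of *ABI5* was 0.35 (q = 0.810) and 0.46 (q = 0.523) in the authors' deposited table, and that of *NCED6* (AT3G24220) -0.09 and 0.16 (q = 1.00 for both). For *RGL2*, which is mutated in *Δdella* seeds, it was 0.06 (q = 1.00) and -0.35 (q = 0.935) in the authors' deposited table. *NCED6* lay under 1 FPKM in all groups compared here. The paper measured these mRNAs with synthetic AMB at later times, so values for the extract at 20 hr do not test its result.

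**Figure D2:**
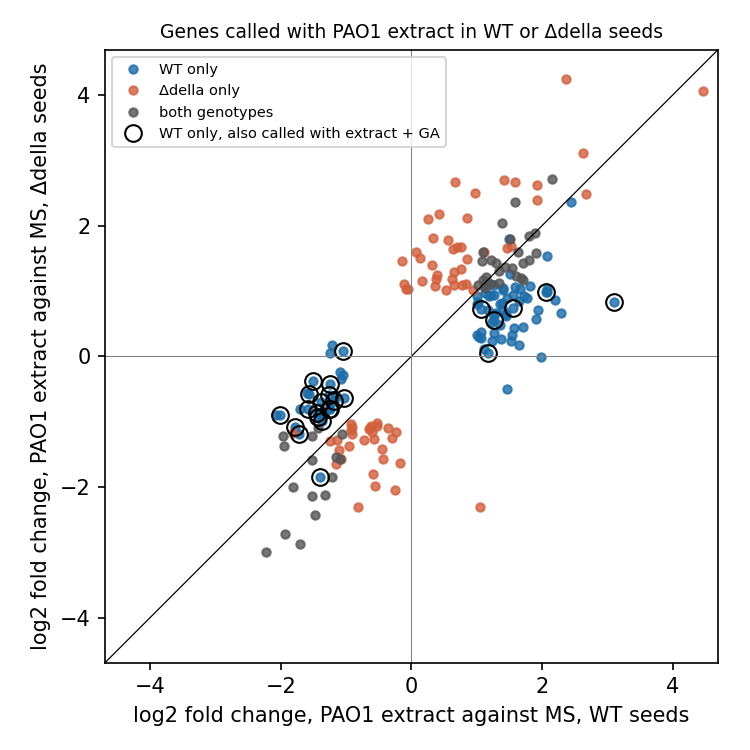
Log2 fold change with *PAO1* extract against MS in WT (horizontal axis) and *Δdella* seeds (vertical axis), 1 point per gene called in WT seeds only (87), in *Δdella* seeds only (71) or in both (43), without genes listed at 0. Circles mark the 24 genes called in WT seeds only that were also called with extract and GA in the same direction, the diagonal marks equal change, and most genes called in 1 genotype lie in the quadrants of equal sign.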

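When GA was added to the extract, 141 of 17644 tested genes were called changed in WT seeds relative to MS in the authors' deposited table. Among them were 25 of the 91 genes called in WT and not in *Δdella* seeds, changed in the same direction as without GA. AT3G09280 is listed at 0 on MS, and of the other 24, 6 rose and 18 fell. The comparisons with and without GA share the untreated WT seeds. Simulations in which the group with extract and GA did not differ from MS gave a median of 23 such genes, against 24 observed. Their noise by itself called a median of 70 genes, where PAC called 8 in *Δdella* seeds, so they overstate chance and do not decide whether the set exceeds it. Another version, which took all change as chance, gave a median of 7 such genes and at most 15. It called a median of 69 genes with extract and GA. The versions disagree, so the question stays open. With seeds on PAC and GA as the control instead of MS, all 24 moved in the same direction and 12 were called. The libraries of extract with GA are the same in both comparisons, so chance values of those are not tested by this. Over the extract with and without GA, the largest mean changes were those of *ATNRT2.6* (log2 fold changes of 3.11 without and 2.66 with GA in the authors' deposited table), *PHO1* (AT3G23430, 2.06 and 2.84), AT1G22220 (-1.72 and -2.21), AT1G63880 (-1.40 and -2.38) and AT5G26200 (-1.77 and -1.71). *ATNRT2.6* was also called with PAC and GA without extract in WT seeds, at a log2 fold change of 1.15 (q = 0.0192) in the authors' deposited table. Part of its change with extract and GA may thus not come from the extract. With 1 added to the FPKM values, AT1G63880 stays under 2-fold in both comparisons. The remaining 19 had log2 fold changes between 1.03 and 2.02 in size without GA. In *Δdella* seeds the extract moved 23 of the 24 in the same direction as in WT seeds, and AT1G63880 was not tested there. The median ratio was 0.512, which the choice of genes called in WT seeds only lowers by itself. Defined instead as genes with no significant difference between extract with and without GA, the set held 52 genes.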

Strikingly, about a quarter of the 87 genes (24 genes) had their expression unchanged when GA was included in the medium together with *PAO1* extract (MS vs *PAO1* extract +GA, Figure 3D).

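Of the 63 other genes called in WT and not in *Δdella* seeds and not listed at 0, 58 moved in the same direction with PAC as with the extract, and 50 were called with PAC. With GA added to the extract, 7 of the 63 were called in the opposite direction. From the genes that change in WT and not in *Δdella* seeds, and from those among them that still change when GA is present, the paper concludes that the activity in the extract alters gene expression through DELLA factors without depending on GA levels.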

Altogether, these results show that the GRA released by *P. aeruginosa* is able to elicit gene expression responses in a DELLA-dependent and GA-independent manner.

### Release of the GRA by *P. aeruginosa* requires functional LASI/RHLI and IQS quorum sensing systems

We next sought to identify the GRA by first identifying *P. aeruginosa* genes that are necessary to its release.

Bacteria have a quorum sensing (QS) system regulating gene expression to mount coordinated behavioral responses when a bacterial population reaches high densities (Ng and Bassler, 2009). The *P. aeruginosa* QS has four QS subsystems influencing each other: 1) *las*, 2) *rhl*, 3) *pqs* and 4) the recently discovered IQS (for ‘Integrating the QS network’). Each subsystem consists of genes or operons producing signaling molecules, referred as autoinducers, which interact with and activate cognate transcription factors controlling bacterial coordinated behavior (Lee and Zhang, 2015; Papenfort and Bassler, 2016; Moradali et al., 2017).

We asked whether the GRA released by *P. aeruginosa* is under QS control. We exposed WT seeds to *P. aeruginosa* mutant strains deficient in (1) the *LASI* and *RHLI* operons (*ΔlasIΔrhlI* double mutants), which control the production of the homoserine lactones autoinducers, (2) the *PQS* operon (*ΔpqsA and ΔpqsH* mutants), which controls the production of the quinolones autoinducers and (3) the *AMB* operon (*ΔambE* mutant), which is necessary for the production of the autoinducer 2-(2-hydroxyphenyl)-thiazole-4-carbaldehyde (IQS) (Lee et al., 2013a).

We observed markedly lower GRAs released by *ΔlasIΔrhlI* and particularly with *ΔambE* mutants (Figure 4A, Figure 4—figure supplement 1, Figure 2—figure supplement 1C). Lower GRAs were also observed with *ΔambA-D* mutants, each affected in individual *AMB* operon genes (Figure 4B). Furthermore, and strikingly, transgenic WT *P. aeruginosa* bacteria overexpressing the *AMB* operon (*AMBox*) released a higher GRA relative to the parental *PAO1* line (Figure 4—figure supplement 1).

**Figure 4.**
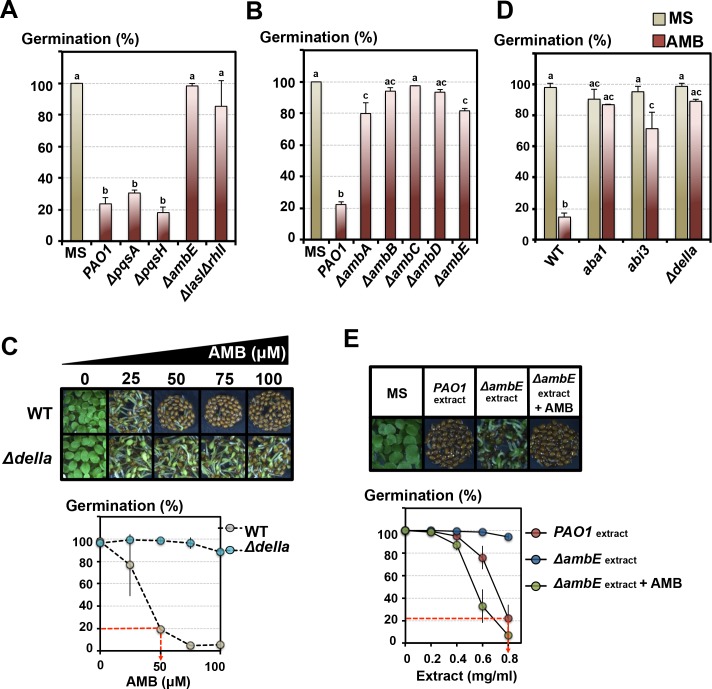
The GRA is under the control of the *P. aeruginosa* LASI/RHLI and IQS QS systems. L-2-amino-4-methoxy-trans-3-butenoic acid (AMB) is the main GRA released by *P. aeruginosa.* (**A**) Histograms show seed germination percentage 4 days upon sowing seeds in absence (MS) or presence of WT *P. aeruginosa* (*PAO1*) or mutant *P. aeruginosa* strains as indicated. *PAO1* is the reference WT *P. aeruginosa* strain from which all the QS mutant strains were derived. Seeds and *P. aeruginosa* cells were separated by 2 cm. Data represent mean ± standard deviation (four replicates, n = 150–200). Statistical treatment and lower case letters as in Figure 1B. (**B**) Same experiment as in A. using *P. aeruginosa ΔambA-E* mutants, as indicated, each affected in individual *AMB* operon genes. Data represent mean ± standard deviation (three replicates, n = 100–150). Statistical treatment and lower case letters as in Figure 1B. (**C**) AMB represses *Arabidopsis* seed germination in a DELLA-dependent manner. Pictures show representative *Arabidopsis* plants 4 days after sowing WT and *Δdella* seeds in presence of different AMB concentrations as indicated. The graph shows quantification of the germination percentage of WT and *Δdella* seeds exposed to AMB. The red dashed line indicates the concentration of synthetic AMB (50 µM) having the same GRA as that present in germination plates containing 0.8 mg/ml of *PAO1* extracts (see Figure 4E). Data represent mean ± standard deviation (three replicates, n = 150–200). (**D**) AMB represses *Arabidopsis* seed germination in an ABA-dependent manner. Histograms show germination percentage of WT, *aba1*, *abi3* and *Δdella* 3 days after sowing seeds in absence (MS) or presence of 50 µM of synthetic AMB. Data represent mean ± standard deviation (two replicates, n = 100–150). Statistical treatment and lower case letters as in Figure 1B. (**E**) Synthetic AMB introduces a GRA in *ΔambE* extracts equivalent to that of *PAO1* extracts. *ΔambE* extracts, which lack AMB, were supplemented with synthetic AMB so as to obtain the same amount of AMB naturally present in *PAO1* extracts. Pictures show representative *Arabidopsis* plants 4 days after sowing WT seeds in absence (MS) or presence of WT *P. aeruginosa* extracts (*PAO1*extract) or Δ*ambE P. aeruginosa* extracts (Δ*ambE*extract) or AMB-supplemented Δ*ambE* extracts (Δ*ambE*extract + AMB). 0.8 mg/ml of WT *P. aeruginosa* extract was used. The graph shows quantification of the germination percentage of WT seeds exposed to the different extract concentrations as indicated. Note that the supplemented Δ*ambE* extract (Δ*ambE*extract + AMB) has a GRA equivalent, if not higher, than that of *PAO1* extract. The red dashed line indicates the concentration of *PAO1* extract (0.8 mg/ml) having the same GRA as that present in germination plates containing 50 µM synthetic AMB (see Figure 4C). Data represent mean ± standard deviation (six replicates, n = 250–300). 10.7554/eLife.37082.025Figure 4—source data 1.Germination percentage for each replicate. 10.7554/eLife.37082.026Figure 4—source data 2.Germination percentage for each replicate.

**Figure 4—figure supplement 1.**
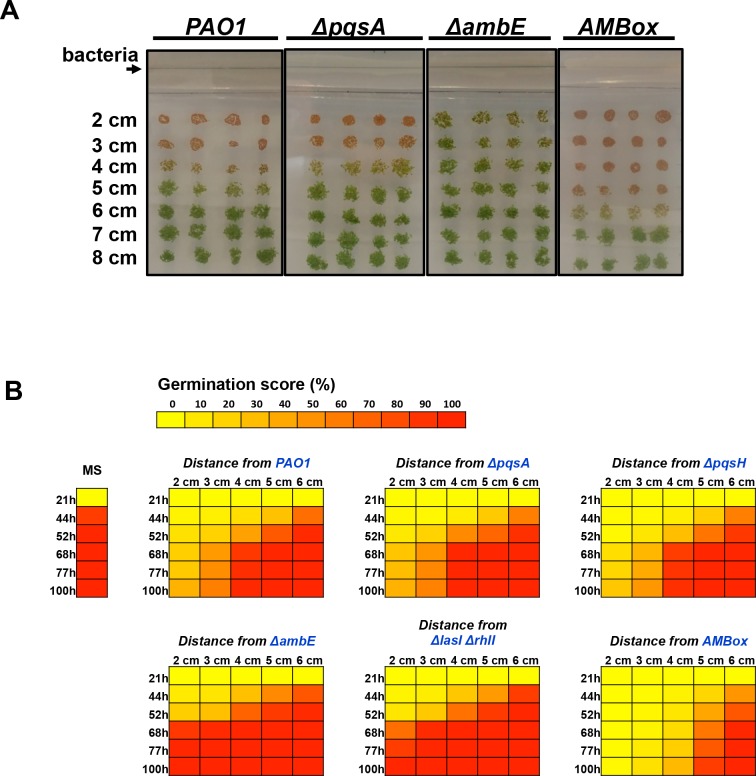
The GRA is under the control of the *P. aeruginosa* LASI/RHLI and IQS QS systems. (**A**) Pictures show *Arabidopsis* plants 4 days after sowing WT seeds in germination medium containing a given *Pseudomonas* species as indicated. *PAO1* is the reference WT *P. aeruginosa* strain from which the QS mutant (*ΔpqsA* and *ΔambE*) and *AMB* operon overexpressing (*AMBox*) strains were derived. (**B**) Same experiment as in A. Heatmap representation mean of the germination percentage of seeds according to time after sowing and distance from bacteria (four replicates, n = 150–200). Seeds were sowed in germination plates in absence (MS) or presence of *P. aeruginosa* strains as indicated in blue. *PAO1* is the reference WT *P. aeruginosa* strain from which the QS mutant (*ΔpqsA*, *ΔpqsH*, *ΔambE*, *ΔlasIΔrhlI*) and *AMB* operon overexpressing (*AMBox*) strains were derived.

**Figure 4—figure supplement 2.**
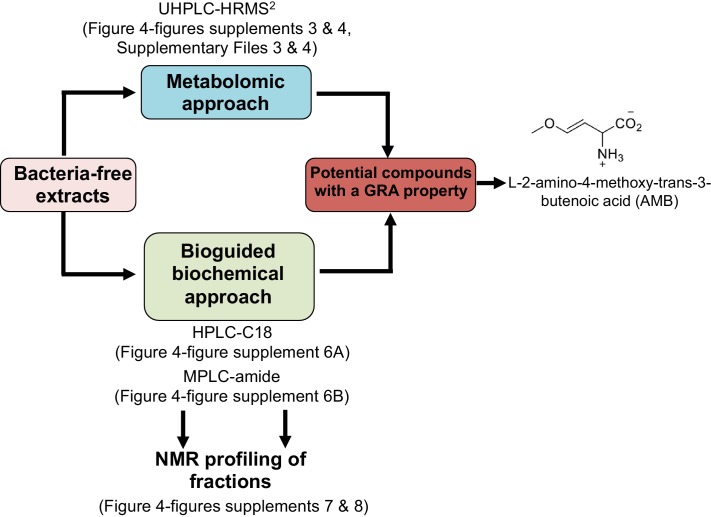
Approaches used in this study to identify compounds released by *P. aeruginosa* with a germination repressive activity (GRA).

**Figure 4—figure supplement 3.**
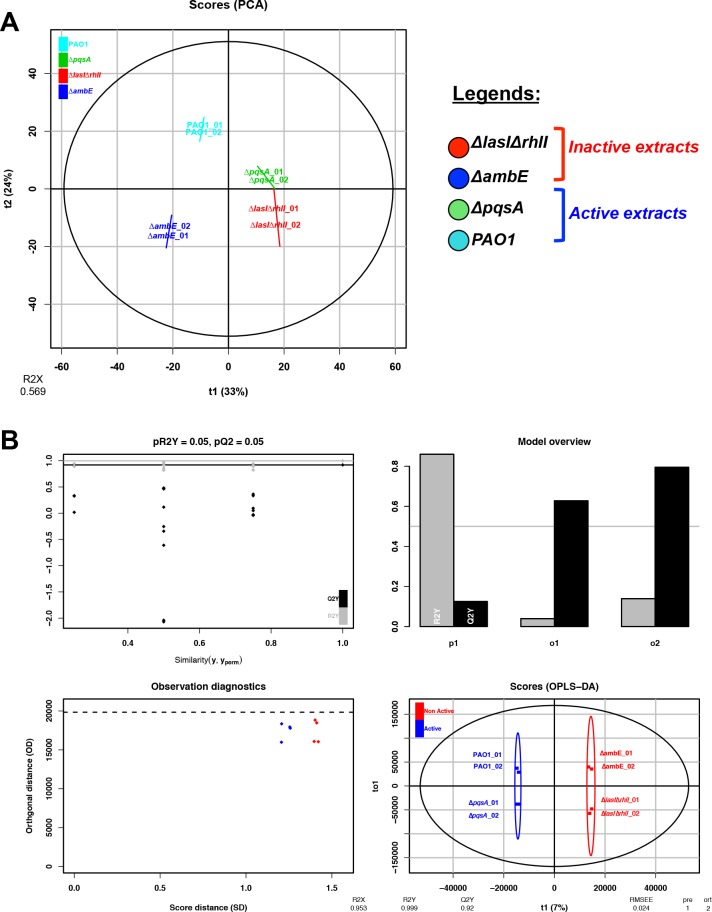
Unsupervised and OPLS-DA results from metabolomic analysis 1. (**A**) PCA analysis using HRMS^2^ data from four different extracts: *PAO1*, Δ*pqsA, ΔambE* and ∆*lasI*∆*rhlI* (two replicates). (**B**) Scores and model overview of the OPLS-DA realized between strains releasing a GRA (*PAO1* and ∆*pqsA*), classified as a group named ‘Active’ (blue color), or not releasing a GRA (∆*ambE* and ∆*lasI*∆*rhlI*), classified as a group named ‘Not Active’ (red color). All features are reported in Supplementary file 3, sheet ‘MS-MS analysis 1’.

**Figure 4—figure supplement 4.**
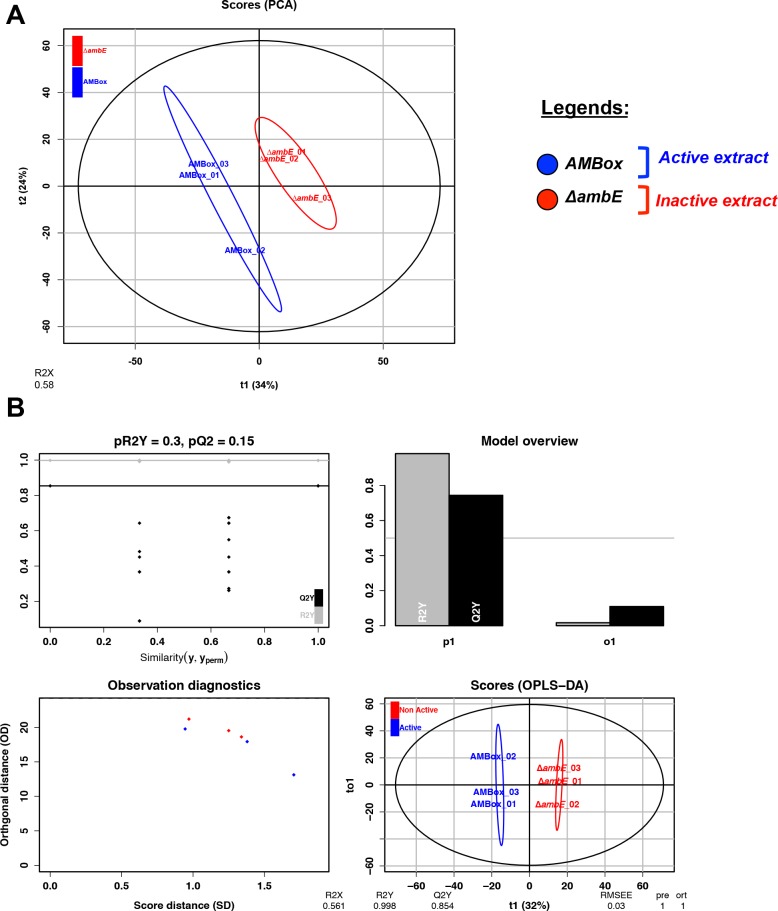
Unsupervised and OPLS-DA results from metabolomic analysis 2. (**A**) PCA analysis using HRMS^2^ data from three different extracts: *PAO1*, *AMBox* and *ΔambE* (three replicates). (**B**) Scores and model overview of the OPLS-DA realized between strains releasing a GRA (*AMBox*), classed as ‘Active’ (blue color) or not releasing a GRA (∆*ambE*), classed as ‘Not Active’ (red color). All features are reported in Supplementary file 3, sheet ‘MS-MS analysis 2’.

**Figure 4—figure supplement 5.**
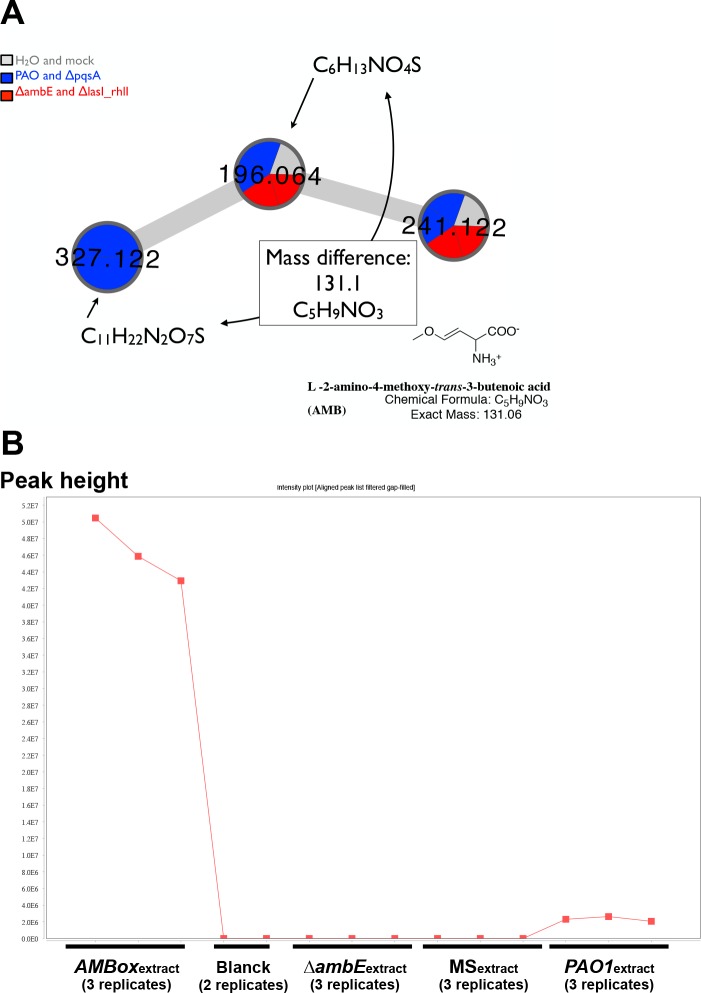
*m/z* 327.12 is the Mass Spectrometry (MS) signature of AMB. (**A**) Specific cluster of the molecular network realized on UHPLC-HRMS^2^ data acquired on extracts from strains releasing (*PAO1* and ∆*pqsA*) or not releasing a GRA (∆*ambE* and *∆lasI∆rhlI*). Color mapping grouped the MS/MS spectrum as following: blue if acquired from WT (*PAO1*) or ∆*pqsA* (∆*pqsA*) *P. aeruginosa* extracts, red if acquired from ∆*ambE* (∆*ambE*) or ∆*lasI*∆*rhlI* (∆*lasI*∆*rhlI*) mutant *P. aeruginosa* extracts and grey if acquired from analytical blanck (H_2_O) or culture media (MS) extracts. (**B**) Peak intensities visualization plot of the extracted ion trace from feature *m/z* 327.12 at 0.46 min. This plot shows the intensity of this particular feature across samples of *AMBox* [n = 3], analytical blanck [n = 2], ∆*ambE* [n = 3], culture media extract [n = 3] and *PAO1* [n = 3], in this respective order.

**Figure 4—figure supplement 6.**
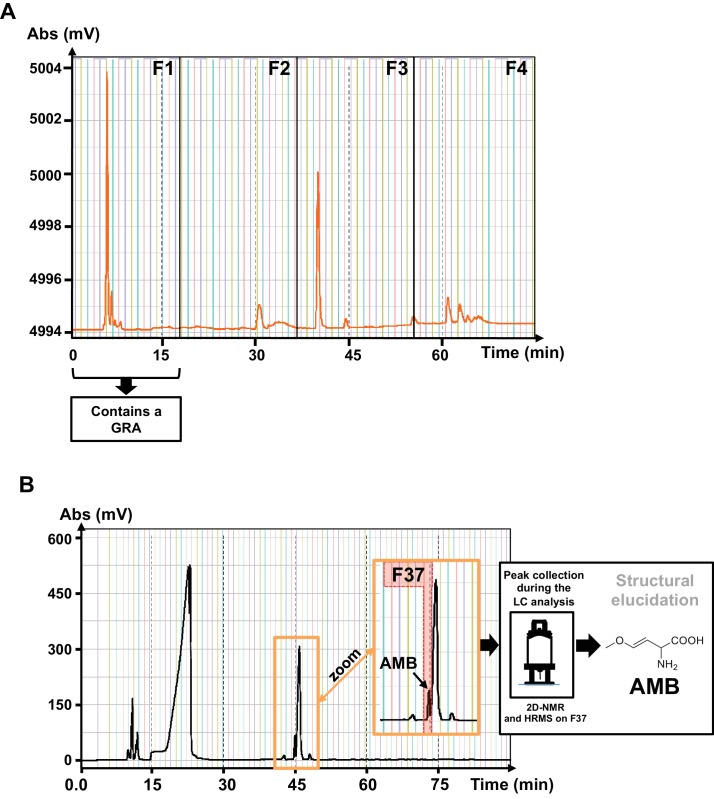
Isolation of the GRA released by *P.aeruginosa.* (**A**) Semi-prep HPLC-UV (scan 210–600 nm) chromatogram of the fractionation of the active PAO1 extract. Fraction F1 presented strong inhibitory seed germination activity. (**B**) Semi-prep HPLC-ELSD chromatogram of the isolation of the active principle from the AMBox extract localized in fraction 37 (**F37**). The structure of the AMB was determined by nuclear magnetic resonance (NMR) and high-resolution mass spectrometry HRMS.

**Figure 4—figure supplement 7.**
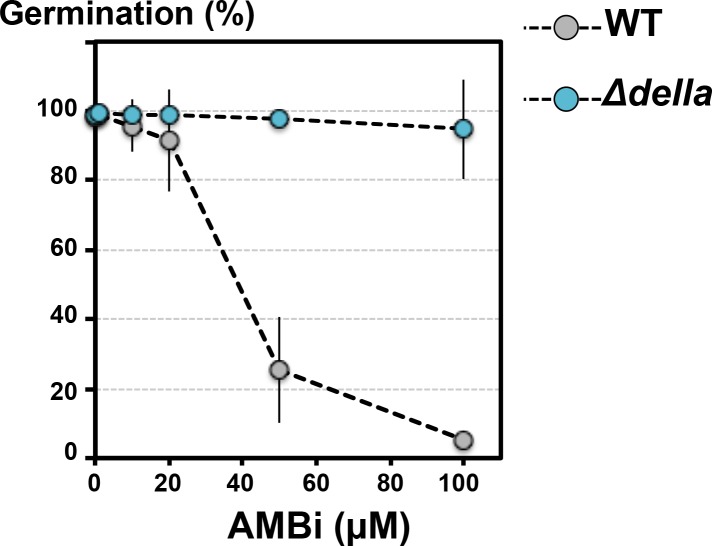
Fraction F37 contains AMB and a GRA. Fraction F37 was solubilized in water and its AMB content (referred as AMBi) was measured by NMR, which allowed to prepare a stock solution containing 10 mM AMBi. Dose response of WT (Col-0) and *Δdella* seeds treated with different concentrations of AMBi as indicated. Data represent mean ± standard deviation (2 to 5 replicates, n = 150–300).

**Figure 4—figure supplement 8.**
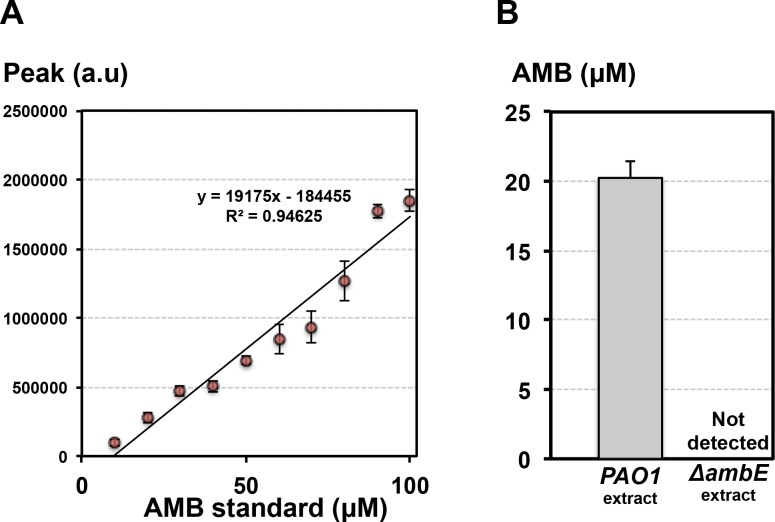
Quantification of AMB in *Pseudomonas* extracts. (**A**) Calibration curve using synthetic AMB used for quantification. Data represent mean ± standard deviation (three replicates). (**B**) Quantification of AMB in *Pseudomonas* extracts at 1 mg/mL. Data represent mean ±standard deviation (three replicates). Bioactivity of the same extracts were represented in Figure 4E.

**Figure 4—figure supplement 9.**
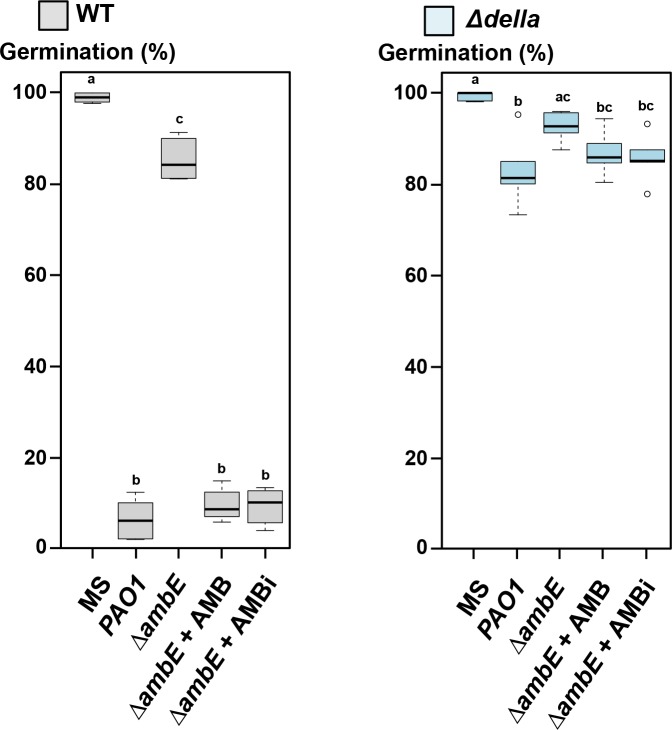
*∆ambE* extracts supplemented with AMBi or synthetic AMB contain the same GRA. 1 mg/ml of *PAO1* extract (containing 20 μM of AMB) strongly inhibits germination of WT (Col-0) seeds (grey boxplot) but not that of *Δdella* mutant seeds (blue boxplot). 1 mg/ml of *ΔambE* extract does not inhibit germination. An *ΔambE* extract supplemented with 20 μM of synthetic AMB (*ΔambE +* AMB) or AMB isolated from *P. aeruginosa* (*ΔambE +* AMBi) has the same GRA as an extract isolated from *P. aeruginosa* (*PAO1*). Statistically significant differences were assessed by one-way ANOVA followed by a Tukey HSD test (p<0.05, six replicates for each conditions, n = 250–300).

**Figure 4—figure supplement 10.**
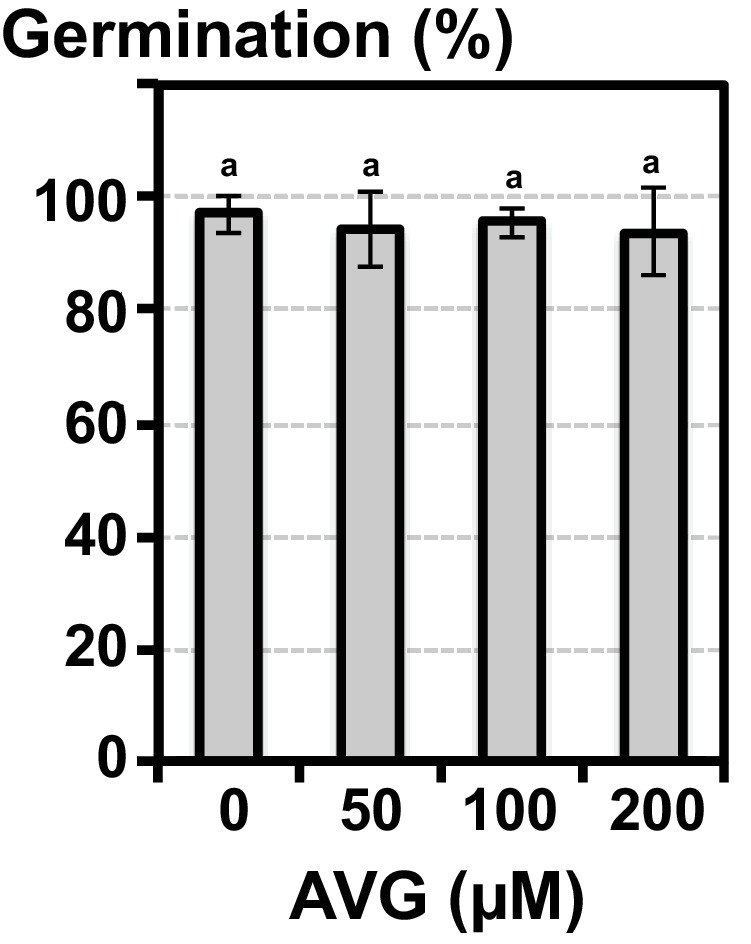
The oxyvinylglycine AVG does not inhibit *Arabidopsis* seed germination. Histograms show germination percentage of *Arabidopsis* seeds sown in absence or presence of different concentrations of AVG, as indicated. Data represent mean ± standard deviation (three replicates, n = 150–200) and statistically significant differences were assessed by one-way ANOVA followed by a Tukey HSD test (p<0.05).

**Figure 4—figure supplement 11.**
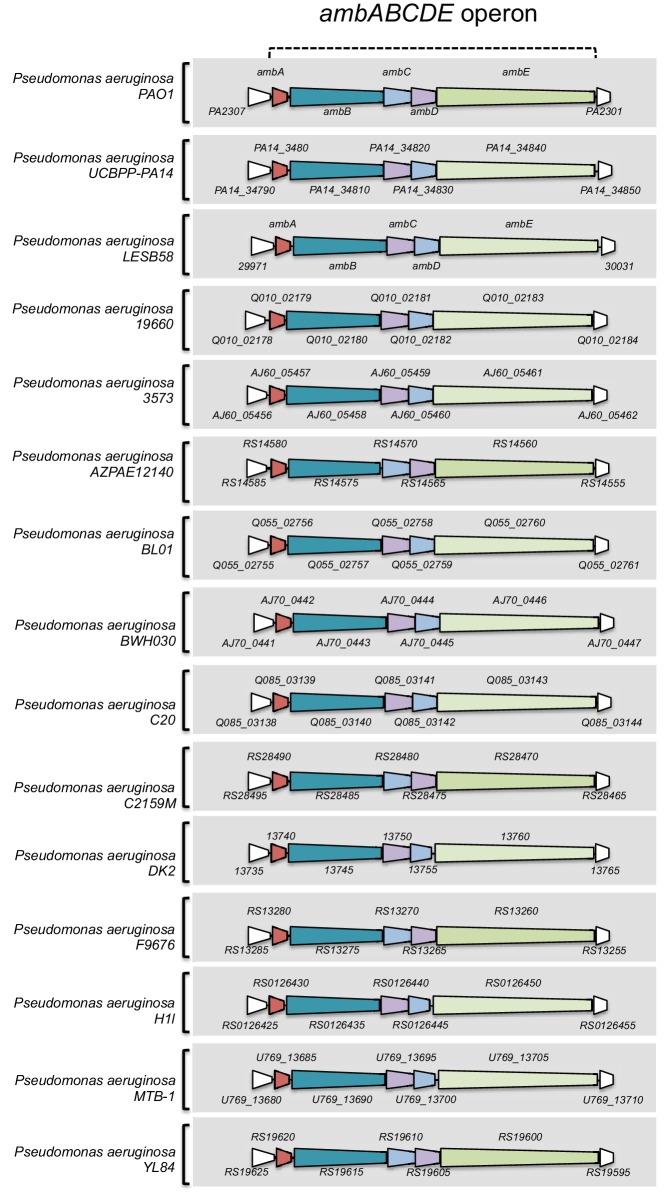
Presence of the *ambABCDE* operon in at least 15 other *P. aeruginosa* strains. Non-exhaustive list of 15 different *P. aeruginosa* strains containing *ambABCDE* genes in there genomes. Ortholog genes and structural operon organization where defined based on *Pseudomonas* database (http://www.pseudomonas.com/). 10.7554/eLife.37082.027Figure 4—figure supplement 11—source data 1.Description of 15 different Pseudomonas aeruginosa strains containing the ambABCDE operon in their genomes.

Altogether, these results show that the GRA released by *P. aeruginosa* is dependent on QS activity and particularly that of IQS. The importance of IQS is further suggested by the fact that *P. aeruginosa* is the only *Pseudomonas* species used in this study having the IQS QS (Figure 1A) (Rojas Murcia et al., 2015; Lee et al., 2013b).

### L-2-amino-4-methoxy-trans-3-butenoic acid (AMB) is the main GRA released by *P. aeruginosa.*

We undertook an unbiased metabolomic approach complemented with biochemical purification procedures to identify the GRAs present in *P. aeruginosa* extracts (Figure 4—figure supplement 2).

In the metabolomic approach, untargeted UHPLC-HRMS^2^ (Ultra-High-Performance Chromatography hyphenated to High-Resolution Tandem Mass Spectrometry) data were acquired from extracts of *P. aeruginosa* strains releasing a GRA (*PAO1* and ∆*pqsa*), not releasing a GRA (*∆ambE* and *∆lasI/rhlI*) or releasing a higher GRA (*AMBox*) (Materials and methods, Figure 4—figure supplements 3,4, Supplementary file 3). These analyses provided a list of biomarkers responsible for the metabolic differences between strains (Supplementary file 4). The top discriminant feature was the mass spectrometry signal corresponding to oxyvinylglycine L-2-amino-4-methoxy-trans-3-butenoic acid (also referred as methoxyvinylglycine or AMB) (Figure 4—figure supplement 5, Supplementary file 3 and 4).

We next used chromatographic methods to fractionate WT *PAO1*, *AMBox* and ∆*ambE* extracts, which led to the identification of a GRA present in a polar fraction of WT *PAO1* and *AMBox* extracts but absent in that of ∆*ambE* extracts (Materials and methods, Figure 4—figure supplement 6A). *AMBox* extracts were used to further fractionate the GRA-containing polar fraction (Figure 4—figure supplement 6B). This led to the isolation of a purified fraction containing AMB (as confirmed by NMR) (Figure 4—figure supplement 6B, Appendix 1—figures 1 and 2) and the GRA (Figure 4—figure supplement 7). AMB present in this purified fraction is hereafter referred as ‘AMBi’.

Altogether, these results point to AMB as being the main GRA.

Consistent with this hypothesis synthetic AMB dose response for germination inhibition confirmed that AMB inhibits WT seed germination (Figure 4C). Furthermore, mutant seeds deficient in GA signaling (∆*della*), ABA biosynthesis (*aba1*) or ABA signaling (*abi3*,) had a higher percentage of seed germination in presence of synthetic AMB (Figure 4D).

A concentration of 50 μM synthetic AMB had a GRA equivalent to that 0.8 mg/ml *PAO1* extract in germination plates (see dashed red line in Figure 4C E). However, we estimated that this extract concentration provides only 16 μM of natural AMB (quantification by targeted UHPLC-HRMS^2^ approach, Figure 4—figure supplement 8). This discrepancy could be explained as follows: (1) there are other compounds present in *PAO1* extracts enhancing the GRA of AMB, (2) AMB is not the only compound released by *P. aeruginosa* having a substantial GRA. To test the first possibility, we supplemented ∆*ambE* extracts, lacking AMB, with synthetic AMB so as to match the amount of AMB naturally present in *PAO1* extracts. The GRA of the AMB-supplemented ∆*ambE* extract was similar to that present in *PAO1* extracts (Figure 4E).

Furthermore, we also purified the natural AMB present in *Pseudomonas* extracts (Materials and methods, Figure 4—figure supplement 6B). *∆ambE* extracts supplemented with AMBi or synthetic AMB contained the same GRA (Figure 4—figure supplement 9).

Taken together, these results strongly suggest that the GRA of synthetic AMB can be enhanced by the presence of other compounds present in *P. aeruginosa* extracts.

We also tested the GRA of aminoethoxyvinylglycine (AVG), another oxyvinylglycine. As much as 200 μM of AVG of did not noticeably repress *Arabidopsis* seed germination, consistent with previous reports, indicating that AMB is an oxyvinylglycine specifically repressing *Arabidopsis* seed germination (Figure 4—figure supplement 10) (Wilson et al., 2014). AVG is known to inhibit ethylene synthesis, suggesting that AMB does not block germination by inhibiting ethylene synthesis (further discussed below) (Adams and Yang, 1979; Huai et al., 2001; Capitani et al., 2002).

We next verified whether AMB could recapitulate the effects of *P. aeruginosa* cells or WT *PAO1* extracts on RGL2 and ABI5 protein accumulation. WT seeds exposed to AMB persistently accumulated RGL2 and ABI5 over time, unlike unexposed seeds (Figure 5A). Persistent high ABI5 accumulation was not observed in AMB-treated *Δdella* mutant seeds (Figure 5A). Furthermore, beyond 24 hr of imbibition in presence of AMB, PAC and GA, RGL2 protein levels persisted in seeds despite the presence of GA, unlike seeds treated with PAC and GA only (Figure 5B). This was associated with persistent ABI5 accumulation and absence of seed germination (Figure 5B). Thus, AMB induces changes in RGL2 and ABI5 accumulation in a manner similar to that observed with *P. aeruginosa* or WT PAO1 extracts (Figures 2C, D and 3B).

**Figure 5.**
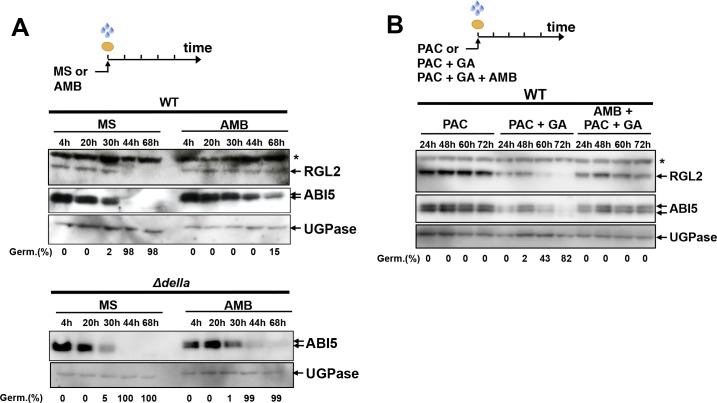
AMB induces changes in RGL2 and ABI5 accumulation in a manner similar to that observed with *P. aeruginosa* or WT *PAO1* extracts. (**A**) Protein gel blot analysis of a time course of RGL2 and ABI5 protein levels upon seed imbibition in the absence (MS) or presence of 50 µM AMB (AMB). UGPase protein levels are used as a loading control. Top panel: RGL2 and ABI5 protein levels in WT seeds. Bottom panel: ABI5 protein levels in *Δdella* seeds. Germination percentage at each time point is indicated. The asterisk (*) represents and unspecific banc detected by the RGL2 antibody. (**B**) Same as in A using seeds imbibed in the presence of 10 µM PAC, 1 µM GA or 100 µM AMB as indicated. Germination percentage at each time point is indicated.

Altogether, these results conclusively show that AMB is the main GRA released by *P. aeruginosa* repressing germination in a DELLA- and ABA-signaling-dependent manner.

### Genetic experiments indicate that DELLA factor activity to stimulate ABA signaling is enhanced in AMB-treated seeds

To better understand the genetic requirement of functional DELLA genes for the AMB-dependent germination arrest, we focused on the DELLA factors RGL2, GAI and RGA (Piskurewicz et al., 2008; 2009).

We asked whether GA-dependent DELLA protein degradation was perturbed in AMB-treated seeds. WT seeds were imbibed under normal (MS) conditions or in presence of PAC, AMB or ABA. As expected, RGL2, GAI and RGA protein levels markedly increased in presence of PAC, consistent with the notion that low GA stabilizes DELLA proteins (Figure 6A, B and C, Figure 2—figure supplement 2C). In contrast, no marked increase in RGL2, GAI and RGA protein levels was observed in presence of AMB or ABA despite the fact that both treatments arrested seed germination as in PAC-treated seeds (Figure 6A, B and C).

**Figure 6.**
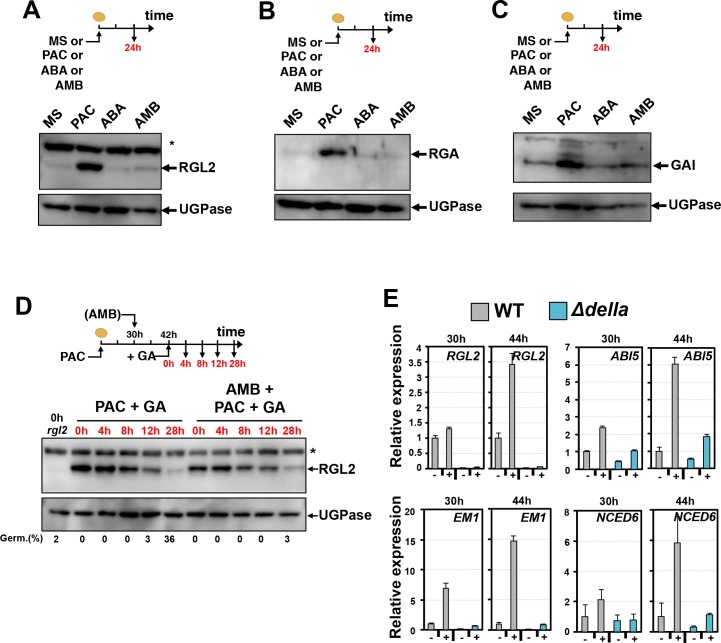
AMB and PAC induce different changes on DELLA protein accumulation. AMB promotes DELLA factor activity to stimulate ABA signaling. (**A-C**) Protein gel blot analysis using antibodies to RGL2 (**A**), RGA (**B**) and GAI (**C**) as indicated. Protein extracts from WT (Col seeds harvested 24 hr after seed imbibition in absence (MS) or presence of 10 µM PAC (PAC), 5 µM ABA (ABA) or 50 µM AMB (AMB). UGPase protein levels are used as a loading control. (**D**) AMB does not interfere with GA-dependent RGL2 protein downregulation. WT seeds are imbibed in presence of 5 µM PAC for 30 hr to trigger high RGL2 accumulation. Thereafter, seeds are transferred to germination plates containing 5 µM PAC or containing 5 µM PAC and 50 µM AMB. After 12 hr, 1 µM GA is further added and RGL2 protein levels are followed by protein gel blot analysis over the time points indicated in red. UGPase protein levels are used as a loading control. Germination percentage at each time point is indicated. The asterisk (*) represents and unspecific banc detected by the RGL2 antibody. (**E**) AMB stimulates DELLA activity to promote ABA-dependent responses. Histograms show *RGL2*, *ABI5*, *EM1* and *NCED6* mRNA accumulation in WT (Col) and *Δdella* seeds treated as described in A. For each time point, mRNA levels are normalized to mRNA levels in WT seeds sown in absence of AMB. Data represent mean ±standard deviation (three replicates).

**Figure 6—figure supplement 1.**
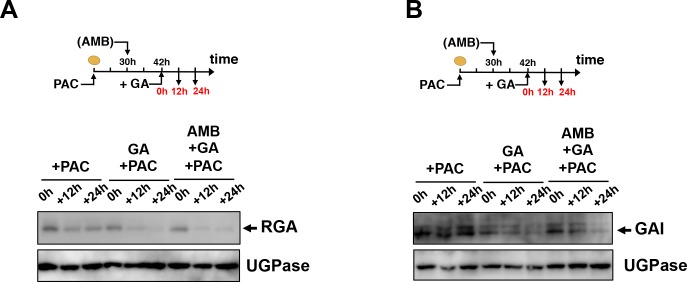
AMB does not interfere with GA-dependent GAI and RGA protein downregulation. WT seeds are imbibed in presence of 5 µM PAC for 30 hr to trigger high DELLA accumulation. Thereafter, seeds are transferred to germination plates containing 5 µM PAC or containing 5 µM PAC and 50 µM AMB. After 12 hr, 1 µM GA is further added and RGA (A) and GAI (B) protein levels are followed by protein gel blot analysis over the time points indicated in red as indicated. UGPase protein levels are used as a loading control.

We also monitored the extinction of RGL2, GAI and RGA protein accumulation upon exposure to GA in absence or presence of AMB (Figure 6D, Figure 6—figure supplement 1A and B). WT seeds were first treated for 30 hr with PAC to allow for DELLA protein stabilization and high accumulation. After 30 hr seeds were further treated with AMB for 12 hr to ensure AMB presence within seed tissues prior to adding GA. Upon addition of GA to the medium RGL2, RGA and GAI protein levels decreased over 28 hr in a similar manner to that observed in control plates lacking AMB (Figure 6D, Figure 6—figure supplement 1A and B). Penetrance of AMB within seeds was confirmed by the absence of seed germination of AMB-treated seeds despite the presence of GA (Figure 6D).

Altogether, these results strongly suggest that GA-dependent DELLA protein degradation is not affected in AMB-treated seeds.

RGL2 persistently accumulated at late time points upon seed imbibition in presence of AMB despite the presence of GA (Figure 5B). Furthermore, ABA signaling in seeds promotes *RGL2* mRNA accumulation as well as that of *ABI5* (Lopez-Molina et al., 2001; Piskurewicz et al., 2008; 2009). We therefore hypothesized that the DELLA activity promoting ABA signaling in seeds is enhanced in AMB-treated seeds (Lopez-Molina et al., 2001; Piskurewicz et al., 2008; 2009). In turn, this would explain the persistent RGL2 and ABI5 protein accumulation in AMB-treated seeds (Figures 2C,4A B).

To test this hypothesis genetically, we measured *RGL2* and *ABI5* mRNA levels using total RNA isolated 30 hr and 44 hr upon imbibition from the same seed material used in Figure 5A. We also analyzed the expression of the ABA-responsive genes *EM1* and *NCED6* (Lopez-Molina and Chua, 2000; Lopez-Molina et al., 2001; Lefebvre et al., 2006; Martínez-Andújar et al., 2011). Upon 30 hr of imbibition, seed accumulated the same RGL2 levels in absence (MS) or presence of AMB (AMB) (Figure 5A). Nevertheless, AMB-treated seeds accumulated markedly higher *ABI5*, *EM1* and *NCED6* mRNA levels relative to seeds imbibed in absence of AMB (Figure 6E). In contrast, AMB-treated *Δdella* mutant seeds accumulated lower *ABI5*, *EM1* and *NCED6* mRNA expression at 30 hr (Figure 6E). Upon 44 hr of imbibition, AMB-treated seeds further increased the expression of *ABI5*, *EM1* and *NCED6* mRNA as well as that of *RGL2* (Figure 6E).

Collectively, these genetic observations support the notion that the DELLA activity promoting ABA signaling in seeds is enhanced in AMB-treated seeds (Figure 7E). Whether this is the result of a direct interaction between AMB and DELLAs is not known.

**Figure 7.**
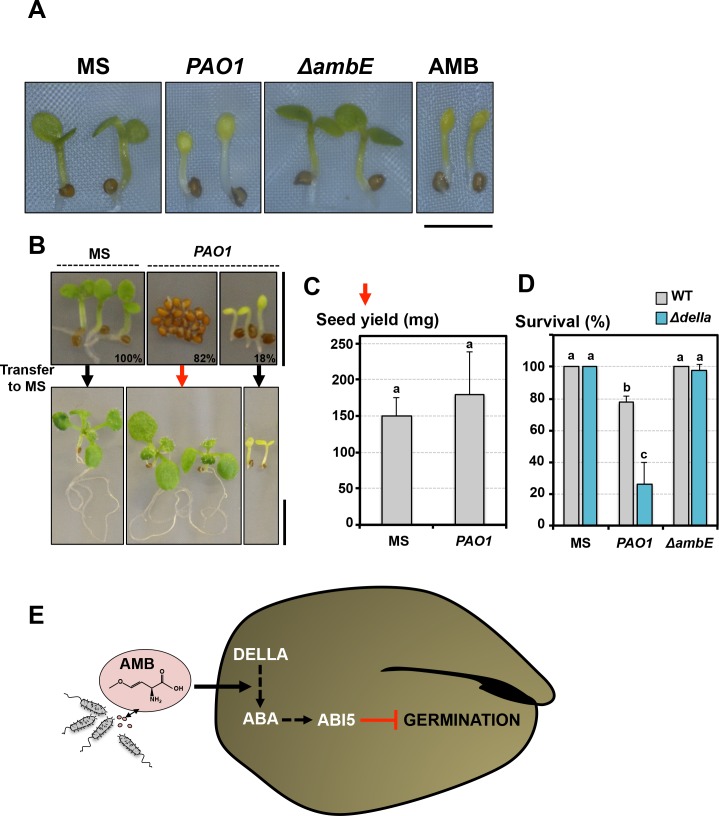
Germination-arrested seeds are protected from developmental abnormalities triggered by AMB. (**A**) Representative pictures of 4-day-old seedlings produced by seeds that germinated in absence (MS) or presence of WT *P.* aeruginosa (*PAO1*) or Δ*ambE* mutant *P.* aeruginosa (Δ*ambE*) or 50 µM AMB (AMB). Seeds and bacteria were separated by 2 cm. Scale bar: 2 mm. (**B**) Seeds were sown in absence (MS) or presence of *P. aeruginosa* (*PAO1*). Seeds and bacteria were separated by 2 cm. Top panel: representative pictures of plants 3 days after sowing. All the seeds sowed in absence of *P.aeruginosa* germinated 3 days after sowing (100%). Plants produced by seeds sown in presence of *P. aeruginosa* are shown according to their germination status 3 days after sowing: 82% (82%) did not germinate and 18% (18%) germinated. 3 days after sowing, plant material was transferred to a medium lacking *P. aeruginosa* (MS) and cultured for 1 week. Bottom panel shows representative pictures of plants 1 week after the transfer. (**C**) Histograms show the seed yield (expressed in mg) from plants produced by seeds never exposed to *P. aeruginosa* (MS) or from plants produced by seeds that did not germinate for 3 days in presence of *P. aeruginosa* and then transferred to medium lacking *P. aeruginosa*. Average seed yield was calculated from seeds produced by five and nine individual plants from seeds sown in absence or presence of *P. aeruginosa*, respectively. Data represent mean ± standard deviation. Statistical treatment and lower case letters as in Figure 1B. (**D**) WT and *Δdella* seeds were exposed for three days to WT *P. aeruginosa* (*PAO1*) prior to transfer to a bacteria-free medium. Histograms show percent of survival one week after transfer. Data represent mean ± standard deviation (three replicates, n = 60). Statistical treatment and lower case letters as in Figure 1B. (**E**) Model describing AMB mode of action in seeds. 10.7554/eLife.37082.038Figure 7—source data 1.Seed yield per plant (mg). 10.7554/eLife.37082.039Figure 7—source data 2.Survival percentage.

**Figure 7—figure supplement 1.**
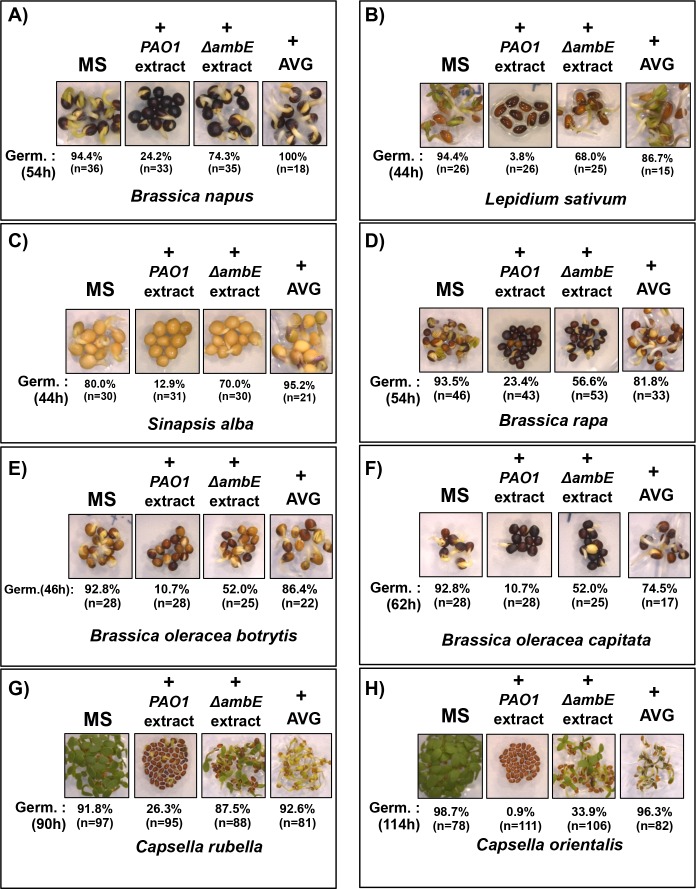
Effect of WT *PAO1* extracts, *∆ambE* extracts and 250 µM AVG on the germination of various brassicaceae seeds, as indicated (A to H). Seeds were sown on normal germination medium without (MS) or with 2 mg/mL of *PAO1* extract (+*PAO1* extract) or with 2 mg/mL of *ΔambE* extract (+ *ΔambE* extract) or with 250 µM of AVG (AVG) as indicated. Germination (Germ.) percentage (%) was scored after seed imbibition at the time indicated.

**Figure 7—figure supplement 2.**
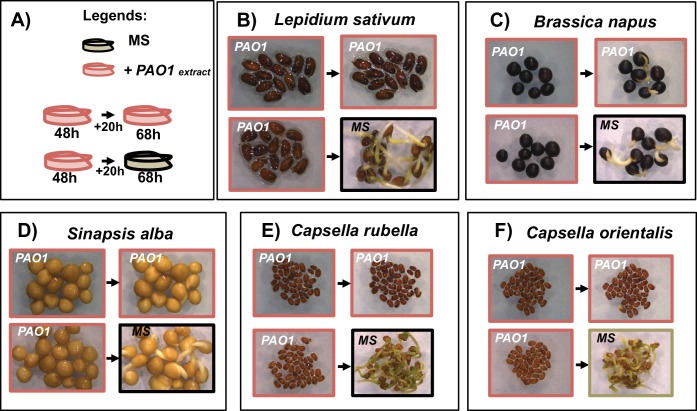
Arrested brassicaceae seeds germinate after transfert to MS. Brassicaceae seeds were placed 2 days on plate containing 2.5 mg/mL of *PAO1* extract. Arrested seeds were then transfert to normal condition (MS) or plate containing *PAO1* extract (2.5 mg/mL) for 20 hr as indicate on panel A). Different brassicaceae species were tested as indicated (B to F).

**Figure 7—figure supplement 3.**
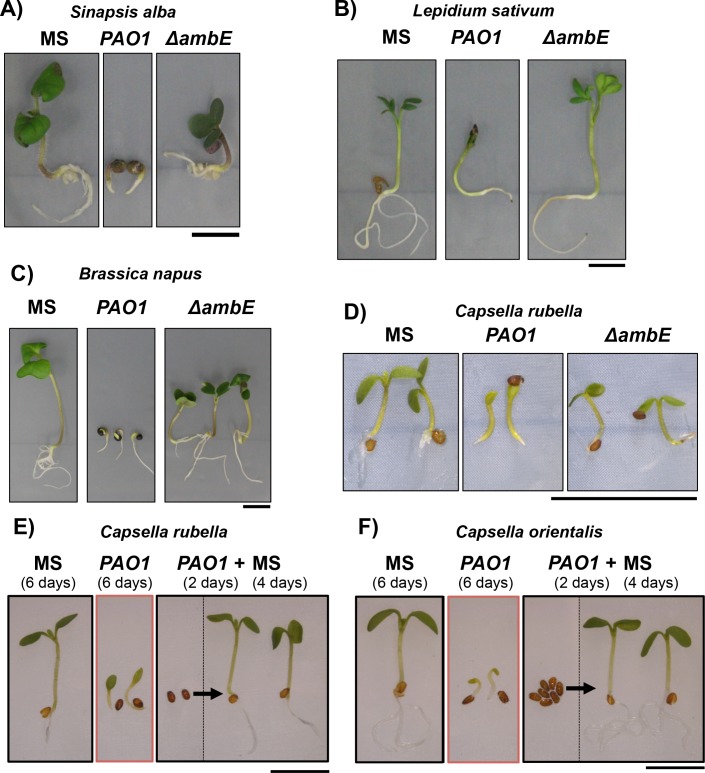
Representative pictures of brassicaceae seedlings in response to *PAO1* or *ΔambE* extract. (**A**–**D**) Representative pictures of 4 days old brassicaceae seedlings produced by seeds that germinated in experiment shown in Figure 7—figure supplement 1 in absence (MS) or presence of WT *P. aeruginosa* (*PAO1*) extracts (2 mg/mL) or *ΔambE* (*ΔambE*) mutant extracts (2 mg/mL). (**E** and **F**) Representative *Capsella rubella* (**E**) and *Capsella orientalis* (**F**) developing seedlings 6 days on MS (MS) or on *PAO1* extract (2.5 mg/mL). 2 days arrested seeds on presence of *PAO1* extract (2.5 mg/mL) were transferred to MS for 4 days (PAO1 + MS). Scale bar: 5 mm.

**Figure 7—figure supplement 4.**
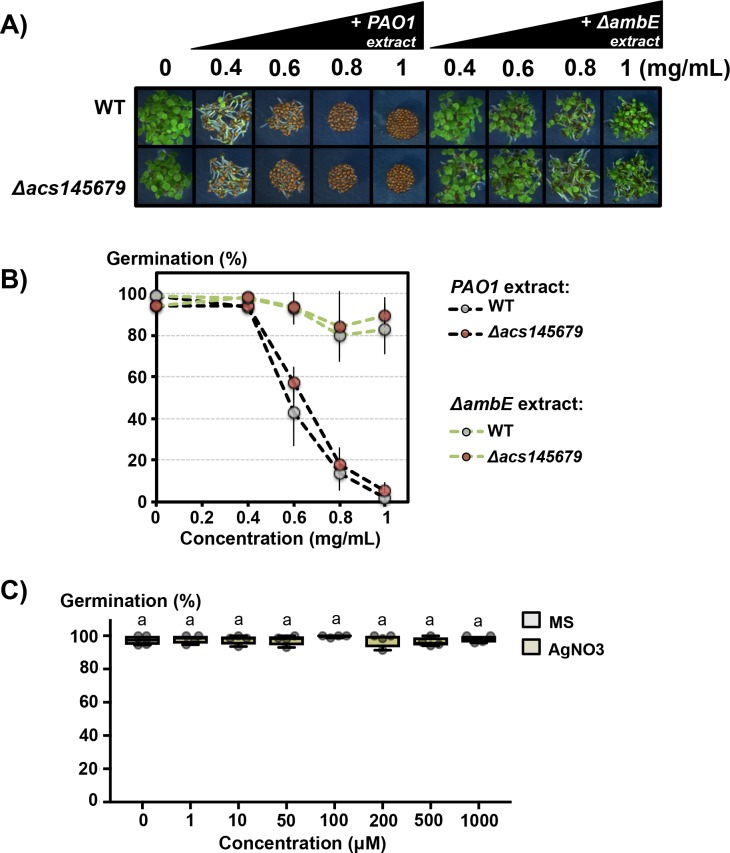
Effect of AgNO3, *PAO1* and *ΔambE* extracts on seed germination. (**A**) Effect of various concentrations, as indicated (in mg/mL), of *PAO1* extract (+*PAO1* extract) or *ΔambE* extract (+ *ΔambE* extract) on WT (WT) and *acs1-1 acs2-1 acs4-1 acs5-2 acs6-1 acs7-1 acs9-1* (*Δacs145679)* seed germination. (**B**) Percentage of germination of seeds shown in A. Germination was scored at 3 days. Data represent mean ±standard deviation (three replicates, n = 150–200). (**C**) Effect of AgNO3 on WT seed germination. Germination was scored at 2 days (four replicates, n = 200–250). Statistically significant differences were assessed by one-way ANOVA followed by a Tukey HSD test (p<0.05).

**Figure 7—figure supplement 5.**
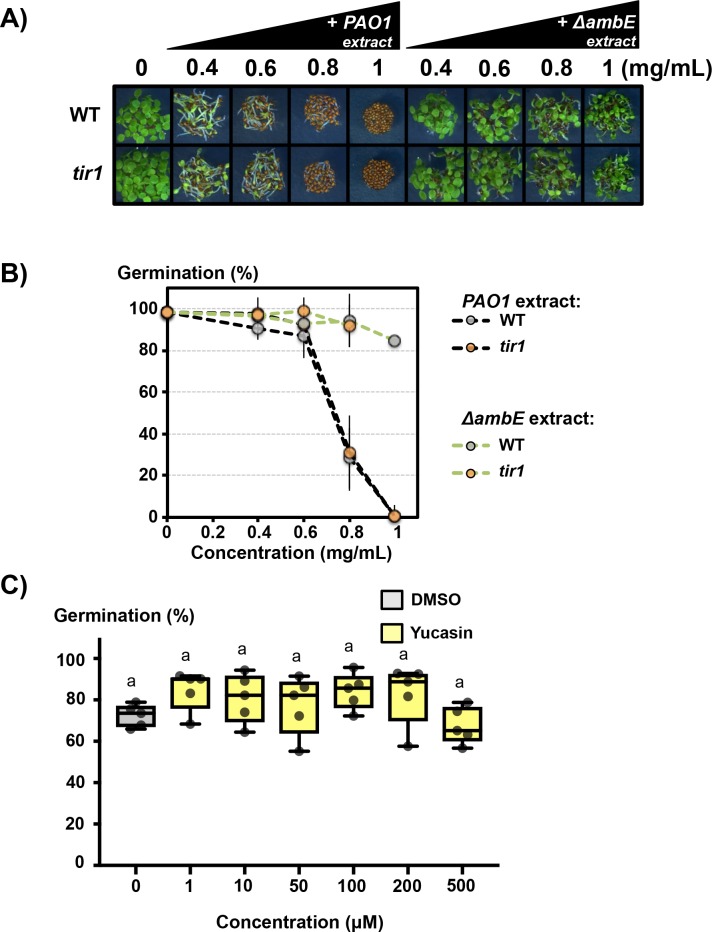
Effect of Yucasin, *PAO1* and *ΔambE* extracts on seed germination. (**A**) Effect of various concentrations, as indicated (in mg/mL), of *PAO1* extract (+*PAO1* extract) or *ΔambE* extract (+ *ΔambE*) on WT (Col) and *tir1-1 (tir1)* seed germination. (**B**) Percentage of germination of seeds shown in A. Germination was scored at 3 days. Data represent mean ± standard deviation (three replicates, n = 150–200). (**C**) Effect of yucasin on WT seed germination. Germination was scored at 2 days (five replicates, n = 250–300). Statistically significant differences were assessed by one-way ANOVA followed by a Tukey HSD test (p<0.05).

**Figure 7—figure supplement 6.**
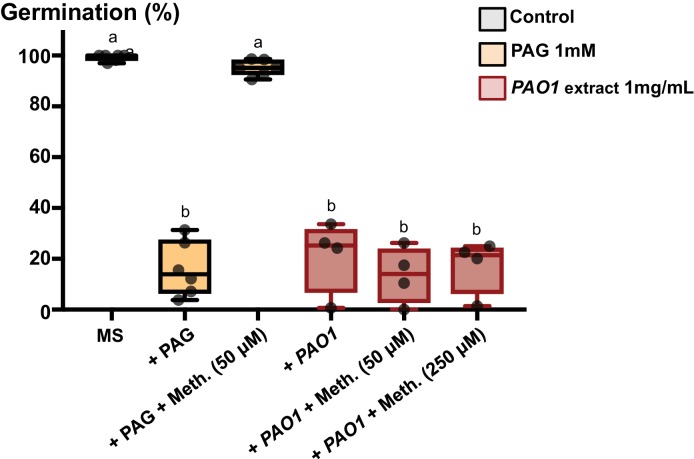
Effect of PAG, methionine and *PAO1* extracts on seed germination. DL-Propargylgylcine (PAG) and *PAO1* extract (*PAO1*) were used at 1 mM and 1 mg/mL, respectively. Methionine (Meth.) was added as indicated (4 to 6 replicates, n = 250–300). Statistically significant differences were assessed by one-way ANOVA followed by a Tukey HSD test (p<0.05).

Interestingly, AMB could still mildly stimulate *EM1, NCED6* and particularly *ABI5* mRNA expression in *Δdella* mutant seeds (Figure 6E). Accordingly, ABI5 protein accumulation, although diminishing, remained higher 44 hr and 68 hr after imbibition of AMB-treated *Δdella* seeds relative to non-treated seeds (Figure 5A). These genetic observations suggest that a residual activity promoting ABA synthesis or signaling independently of DELLA factors is present in AMB-treated seeds.

### Germination arrested seeds are protected from developmental abnormalities triggered by AMB

The relative proportion of germinating seeds relative to non-germinating seeds depended on the distance separating seeds from *P. aeruginosa* cells or on the concentration of AMB used in the germination plate (Figure 1A, Figure 1—figure supplement 1). Seeds that germinated in either presence of *P. aeruginosa* or AMB similarly produced pale seedlings whose growth was severely delayed bearing diminutive roots (Figure 7A). These developmental defects diminished with increased distance between seeds and bacteria or decreased AMB concentrations. Furthermore, they were no longer observed in seeds exposed to ∆*ambE P. aeruginosa* mutants, unable to produce AMB (Figure 7A). Altogether, these observations show that AMB released by *P. aeruginosa* severely perturbs seedling development.

Remarkably, within a seed population exposed to *P. aeruginosa,* WT seeds that did not germinate germinated upon transfer to plates lacking *P. aeruginosa* and produced normal seedlings (Figure 7B). The resulting WT seedlings produced a normal seed yield (Figure 7C). In contrast, WT seeds that had germinated in presence of *P. aeruginosa* failed to recover (Figure 7B). Furthermore, when WT and Δ*della* seeds were exposed for 3 days to *P. aeruginosa* prior to transfer to a bacteria-free medium, WT seeds had a higher survival rate relative to Δ*della* seeds (Figure 7D).

These observations therefore strongly suggest that germination-arrested seeds in presence of AMB are able to retain their vitality unlike newly emerged seedlings.

## Discussion

Whether biotic factors present in the soil affect seed germination responses is poorly understood. Here we show that *Arabidopsis* seeds respond when exposed to *P. aeruginosa* by blocking their germination. This involves perception of the oxyvinylglycine AMB released by *P. aeruginosa*, which triggers a DELLA-dependent seed germination arrest.

### Oxyviniglycines differentially affect seed germination

Oxyvinylglycines are a class bacterially produced compounds whose biological function is unclear. Oxyvinylglycines are known to inhibit irreversibly pyridoxal phosphate (PLP)-dependent enzymes (Berkowitz et al., 2006). Oxyvinylglycines had been previously associated with germination repressive activities (GRAs) after exposing graminaceous (Poaceae) seeds to bacterial culture filtrates. The best documented cases are those of AVG (aminoethoxyvinylglycine, produced by *Streptomyces sp*) and FVG (4-formylaminooxyvinylglycine, produced by *Pseudomonas fluorescens strain WH6*) that were directly and indirectly linked with a GRA, respectively (McPhail et al., 2010; Okrent et al., 2017). Only in the case of AVG a GRA could be established using a pure synthetic compound: 100 µM AVG inhibited the germination of *Poa annua* seeds. However, we found here that as much as 200 µM AVG did not inhibit *Arabidopsis* seed germination, consistent with previous reports (Wilson et al., 2014). More recently, using *Poa* seeds, Lee *et al.* also found a weak GRA in culture filtrates from *P. aeruginosa* strains overexpressing the *AMB* operon (*AMBox*) relative to that of AVG and FVG (Lee et al., 2013b). However, the concentrations of AMB or FVG in the germination assays were unspecified and no synthetic compound was used to directly test their intrinsic GRA. Furthermore, dicot seeds are less responsive to *P. fluorescens* culture filtrates than graminaceous monocot seed, suggesting that FVG is less active to repress the germination of dicot seeds including seeds of cabbage, which is a brassicaceae (Banowetz et al., 2008). We found that AMB-containing WT *PAO1* extracts inhibited the germination of brassicaceae seeds, including cabbage seeds, unlike ∆*ambE* extracts (Figure 7—figure supplement 1). No such effect was observed with 250 µM AVG (Figure 7—figure supplement 1). Arrested seeds germinated upon transfer to MS, indicating that the germination arrest is not due to a toxic effect (Figure 7—figure supplement 2).

Altogether, these results indicate that oxyvinylglycines do not affect seed germination in the same manner. They also strongly suggest that AMB is an oxyvinylglycine able to repress the germination of several seed dicot species.

Furthermore, brassicaceae seeds that germinated in presence of WT *PAO1* extracts developed developmental defects unlike those germinated in presence of ∆*ambE* extracts (Figure 7A, Figure 7—figure supplement 3). Germination arrested *Capsella* seeds in presence of WT *PAO1* extracts were protected as they produced normal seedlings upon transfer to a normal medium (Figure 7—figure supplement 3E and F).

Since oxyvinylglycines inhibit irreversibly pyridoxal phosphate (PLP)-dependent enzymes their proposed GRA was interpreted as a toxic effect killing the seed, rendering these compounds potentially useful as herbicides (Rando, 1974; Lee et al., 2013b). However, whether oxyvinylglycines repress seed germination in a manner requiring functional DELLA genes, as shown here, was not previously investigated. It should be noted that a signaling role for oxyvinylglycines is not incompatible with toxic effects at high concentrations as in the case of auxin whose synthetic derivative 2,4-D is widely used as a systemic herbicide (Grossmann, 2007).

AVG is a well-known inhibitor of 1-aminocyclopropane-1-carboxylic acid (ACC) synthase, a PLP-dependent enzyme catalyzing the synthesis of ACC, a precursor of ethylene, from S-adenosylmethionine (Adams and Yang, 1979; Huai et al., 2001; Capitani et al., 2002). AVG was also shown to inhibit auxin synthesis (Soeno et al., 2010). AMB may also inhibit ACC synthase as suggested by a report showing that AMB decreases ethylene levels in apples; however, whether AMB can inhibit ACC synthase in vitro was not shown (Mattoo et al., 1979).

Wilson *et al.* previously reported that 5 µM AVG, a widely used inhibitor of ACC synthase, lowers ethylene synthesis in *Arabidopsis* seeds and does not inhibit germination (Wilson et al., 2014). Here, we report that as much as 200 µM AVG did not noticeably inhibit seed germination, further confirming the results of Wilson et al. (Figure 4—figure supplement 10). Furthermore, heptuple *acs* mutant seeds, deficient several in *ACS* biosynthetic genes, germinated similarly to WT seeds (Figure 7—figure supplement 4A and B). Seeds deficient in *ACS* biosynthetic genes would be expected to respond more strongly to AMB-containing WT *PAO1* extracts if AMB represses germination by inhibiting ethylene biosynthesis. However, this is not what we observed (Figure 7—figure supplement 4A and B).

We also treated seeds with silver nitrate (AgNO3), which induces ethylene insensitivity, and did not observe an inhibition of seed germination (Figure 7—figure supplement 4C) (Rodríguez et al., 1999; McDaniel and Binder, 2012). Altogether, these experiments show that inhibition of ethylene biosynthesis upon seed imbibition is not sufficient to block germination and therefore are not consistent with the hypothesis that AMB blocks germination because it blocks ethylene biosynthesis.

AMB also inhibits numerous PLP-dependent enzymes in vitro including aspartate aminotransferase and tryptophan synthase (Rando, 1974; Rando et al., 1976; Miles, 1975). AMB could also inhibit methionyl-transfer RNA synthetase indicating that it could act as a methionine antimetabolite (Mattoo et al., 1979).

This could suggest that the effect of AMB to block germination results from its inhibition of auxin or methionine synthesis. The former possibility is unlikely because (1) auxin promotes ABA-dependent repression of seed germination and (2) low auxin levels may facilitate seed germination since ABA-dependent inhibition of radicle elongations involves enhancement of auxin signaling in the radicle elongation zone (Belin et al., 2009; Liu et al., 2013). We found that *tir1* mutants, deficient in the auxin receptor TIR1, germinate normally, consistent with the report of Liu *et al*. showing that *tir1*/*afb2* and *tir1*/*afb3* double mutants, deficient in the auxin receptors TIR1 and AFB1 or TIR1 and AFB3, germinate normally and are less dormant (Figure 7—figure supplement 5A and B, Liu et al., 2013). Furthermore, WT seeds treated with 500 µM of yucasin, a potent inhibitor of the YUCCA proteins, which are flavin mono-oxygenases oxidizing indole-3–pyruvic acid to indole-3–acetic acid (auxin), did not prevent their germination (Figure 7—figure supplement 5C) (Nishimura et al., 2014). These data indicate that low auxin signaling or synthesis upon seed imbibition does not prevent seed germination. In addition, *tir1* mutant seed germination responses to AMB-containing WT *PAO1* extracts was similar to that of WT seeds, indicating that AMB-dependent responses in seeds do not require auxin signaling (Figure 7—figure supplement 5A and B).

Concerning methionine, previous reports showed that methionine biosynthesis is essential for seed germination (Gallardo et al., 2002). We explored whether AMB could block germination by inhibiting methionine synthesis. DL-Propargylgylcine (PAG) is an active site-directed inhibitor of cystathionine γ-synthase, which is necessary for methionine synthesis (Thompson et al., 1982). WT seeds treated with 1 mM PAG were unable to germinate, consistent with previous reports (Gallardo et al., 2002). As expected and consistent with previous reports, exogenously added methionine in the germination medium fully restored germination in PAG-treated seeds (Figure 7—figure supplement 6) (Gallardo et al., 2002). However, exogenous methionine did not rescue the germination of *PAO1* treated WT seeds. These observations are not consistent with the hypothesis that AMB prevents germination by limiting methionine synthesis.

Altogether, these results are not supporting the view that AMB exerts its DELLA-dependent seed germination arrest by inhibiting ethylene, auxin or methionine synthesis.

### How AMB invokes a DELLA-dependent germination arrest remains to be understood

Here, we unambiguously identify AMB as the main if not only GRA released by *P. aeruginosa* affecting *Arabidopsis* seed germination. AMB, unlike AVG, represses *Arabidopsis* seed germination and this requires functional DELLA genes.

Our results strongly suggest that AMB does not interfere with GA synthesis. Rather, they suggest that AMB can regulate seed gene expression in both a DELLA-dependent and GA-independent manner (Figure 3 and 5B). Our results with RGL2, GAI and RGA suggest that AMB does not interfere with GA-dependent DELLA degradation (Figures 4B,6A–D and Figure 6—figure supplement 1).

We rather provide genetic evidence that DELLA activity to promote ABA-dependent seed germination arrest is stimulated in presence of AMB (Piskurewicz et al., 2009, 2008). The mechanism through which AMB enhances DELLA activity to promote ABA-dependent responses in seeds remains to be understood. In particular, whether it is the result of a direct interaction between AMB and DELLAs is not known.

Exogenous GA cannot overcome germination repression triggered by *P. aeruginosa* or AMB (Figures 3,4B,6D and Figure 6—figure supplement 1). Thus, genes whose expression is DELLA-dependent and GA-independent in response to *P. aeruginosa* or synthetic AMB might provide clues about the potential mode of action of AMB. In this respect, our transcriptome analysis identified 87 genes whose expression is regulated by DELLA factors in seeds exposed to *P. aeruginosa* extracts (Figure 3D, Supplementary file 2). Among them, 24 genes had their expression unchanged when GA was included in the medium together with *P. aeruginosa* extracts (Figure 3D, Supplementary file 2). Interestingly, the expression of 18 of them was not significantly changed in seeds exposed to paclobutrazol (PAC), an inhibitor of GA synthesis, further suggesting these genes are not regulated by GA. In this set of genes, those related to karrikin signaling were overrepresented (Nelson et al., 2009; Waters et al., 2012). 

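Of the 25 genes still changed with GA, 19 were not called with PAC in the authors' deposited table, 1 of which is listed at 0 on MS. Of the other 18, 4 rose and 14 fell with the extract. One, *ATPP2-A5* (AT1G65390), has q = 0.0464 with PAC at less than 2-fold in the authors' deposited table. A further 3 changed at least 2-fold with PAC without reaching the q threshold, among them *PHO1*, which went from 1.19 to 0.0499 FPKM. The others are AT5G26200 and AT4G29700. The 6 genes of the set that were called with PAC include 5 that moved in the same direction as with the extract. Adjusted within each comparison, the count was 10 in place of 19.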

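Supplementary file 2 lists 10 of the genes changed by the extract in WT seeds under the GO term for the response to karrikin. Of the 18 genes without a value listed at 0, 5 carry this annotation (27.8%), against 5 of the other 112 genes changed by the extract (4.46%; Fisher's exact test, two-sided, p = 0.00478). Against the other 69 DELLA-dependent genes, none of which is annotated, p was 0.000232 by the same exact test, and for the 24 genes still changed with GA, 5 of which are annotated, it was 0.0189. The 5 genes are *KUF1*, *BBX20/STH7*, *ATNRT2.6*, *PSBS* (AT1G44575) and AT1G33590. *ATNRT2.6* rose and the other 4 fell. In *Δdella* seeds *PSBS* has q = 0.0229 at a log2 fold change of -0.87 in the authors' deposited table. The remaining 5 annotated genes fell as well and were called in both genotypes. Of the 18 genes only 4 rose with the extract, against 87 of all 130 genes and 60 of the 87 DELLA-dependent ones. As the annotated genes mostly fell, these tests do not separate the annotation from the direction of change.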

Karrikins are a class of compounds found in the smoke of burning plant material, which are known to promote germination and to break seed dormancy (Nelson et al., 2009). Furthermore, seeds lacking the karrikin receptor *KAI2* are dormant (Waters et al., 2012). The karrikin signaling genes *KUF1* and *BBX20/STH7* are strongly repressed in WT seeds exposed to *P. aeruginosa* but not in *Δdella* mutant seeds, lacking all DELLA factors (Supplementary file 2). Thus, our data suggest that AMB could repress germination by repressing karrikin signaling through the DELLAs. However, karrikins share common signaling components with strigolactones, a class of plant hormones also promoting germination (De Cuyper et al., 2017; Toh et al., 2012). 

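*KUF1* (AT1G31350, chromosome 1 of TAIR10, 11221335 to 11222786) had 6.98 FPKM in WT seeds on MS, 1.73 FPKM with *PAO1* extract and 2.86 FPKM with extract and GA. In *Δdella* seeds it had 8.48 FPKM on MS and 4.55 FPKM with the extract. Its log2 fold change in the authors' deposited table was -2.02 in WT (q = 0.00184) and -0.90 in *Δdella* seeds (p = 0.004, q = 0.0675). *BBX20/STH7* (AT4G39070, chromosome 4, 18204855 to 18206509) went from 12.5 to 5.23 FPKM in WT and from 18.7 to 10.7 FPKM in *Δdella* seeds. In the authors' deposited table this is a log2 fold change of -1.26 (q = 0.00867) and -0.81 (p = 0.00495, q = 0.0793). The log2 fold changes in the genotypes differed by -1.12 (SE from the deposited p, 0.587) for *KUF1* and by -0.45 (SE 0.452) for *BBX20/STH7*. Neither difference passed the test at an adjusted p under 0.05. With these standard errors the smallest adjusted p of any gene was 1.00, so this does not show that the responses are equal. *KAI2* (AT4G37470) had 15.9 FPKM on MS and 15.4 FPKM with the extract in WT seeds.

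**Figure D3:**
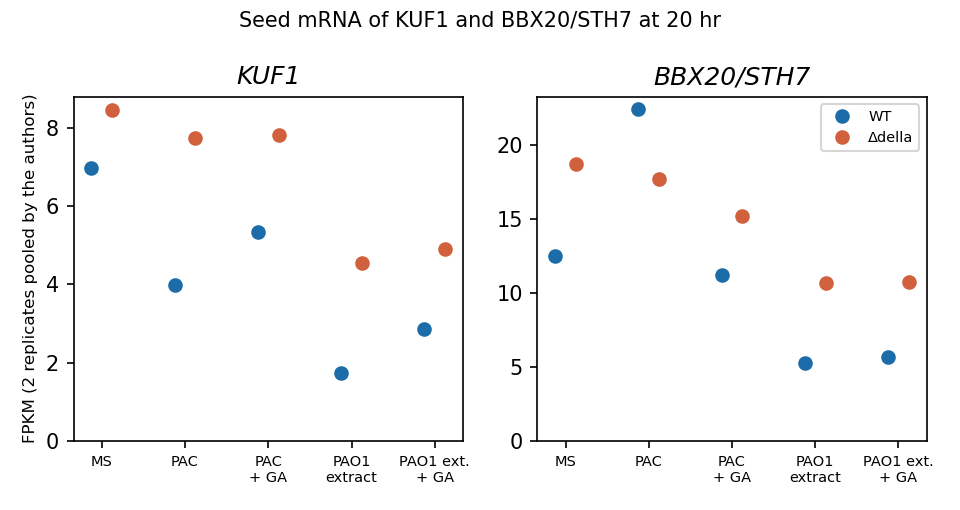
FPKM (vertical axes, each from 0) of *KUF1* and *BBX20/STH7* in WT and *Δdella* seeds under the 5 conditions (horizontal axis), 1 point per group of 2 replicates pooled by the authors. Both genes are lower with extract than on MS in both genotypes, *KUF1* at 1.73 against 6.98 in WT and 4.55 against 8.48 in *Δdella* seeds.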

Strigolactones were recently proposed to regulate GA signaling in rice (Ito et al., 2017). SLR1, a rice DELLA factor, was found to interact with the strigolactone receptor DWARF14 fused to its ligand (Nakamura et al., 2013). Thus, AMB could also potentially regulate strigolactone signaling in seeds.

### AMB production and release is under the control of *P. aeruginosa’s* quorum sensing IQS

Beyond the question of how AMB affects *Arabidopsis* developmental responses, its biological significance in *Pseudomonas* has recently attracted much attention.

Indeed, genetic experiments have shown that IQS, the autoinducer of the recently discovered quorum sensing (QS) subsystem named IQS in *P. aeruginosa*, is controlled by the five-gene operon *ambABCDE* (Lee et al., 2013a). Although the IQS receptor remains unknown it also remains to be determined what is the link between *ambABCDE* and IQS synthesis. Indeed, Lee *et al.* first proposed that *ambABCDE* gene products are directly responsible for IQS synthesis and therefore activity of the quorum sensing IQS (Lee et al., 2013a). However, the link between *ambABCDE* and IQS synthesis remains to be clarified. Indeed Lee *et al.* showed that *ambABCDE* is also necessary for AMB production and Rojas Murcia *et al.* proposed that *ambABCDE* gene products rather synthesize and export AMB (Rojas Murcia et al., 2015; reviewed in Moradali et al., 2017; Lee et al., 2010b, 2013a).

In any case, there is no genetic controversy regarding the need of a functional *ambABCDE* operon for (1) IQS production and signaling and (2) AMB synthesis and release by *P. aeruginosa.*

In this study, we further confirm that presence of the *ambABCDE* operon is necessary for AMB production (Figure 4—figure supplement 5, Supplementary file 3). Furthermore, we show that AMB is also abolished in *ΔlasIΔrhlI P. aeruginosa* mutants lacking the *las* and *rhl* QS subsystems (Figure 4—figure supplement 5A, Supplementary file 3). This is in agreement with a previous report showing that expression of *amb* operon is strongly downregulated in *ΔlasIΔrhlI* mutants (Schuster et al., 2003). The genes of the *ambABCDE* operon were also singled out as quorum-dependent genes in chronic cystic fibrosis patients infected with *P. aeruginosa* (Chugani et al., 2012).

Thus, these reports leave little doubt that the *ambABCDE* operon, which is necessary for AMB production, is being intimately linked to the activity of QS in *P. aeruginosa.*

### Potential ecological and evolutionary significance of an AMB-dependent germination arrest

Publicly available genomic sequences show that the *ambABCDE* operon is not only present in the *P. aeruginosa PAO1* strain used in this study but is also present in numerous other *P. aeruginosa* strains (Figure 4—figure supplement 11). This raises the question of the biological significance of the AMB-dependent germination arrest involving DELLA factors described here. The biological significance can be divided in two broad categories.

Firstly, AMB could exert its effect fortuitously, that is in an accidental manner that bears no ecological or evolutionary significance. This does not preclude the potential biological interest of the effect of AMB on seeds. Indeed, we provided evidence that the AMB- and DELLA-dependent germination arrest cannot be readily explained by an AMB-dependent inhibition of ethylene, auxin or methionine synthesis. Furthermore, AMB does not appear to prevent GA-dependent DELLA degradation. Given that oxyvinylglycines were reported to inhibit PLP-dependent enzymes and that AMB is a methionine analog, our results could indicate that AMB interferes with an unknown mechanism present in *Arabidopsis* that is linking PLP-dependent enzymes or amino acid metabolism with DELLA factors. Alternatively, AMB could interfere with an unknown and GA-independent mechanism involving DELLA factors to control germination.

Secondly, the effect of AMB on seeds could indeed be ecologically and evolutionary significant. We hereafter discuss this possibility.

*Arabidopsis* produces high seed numbers, which could contradict the need of evolving protective germination arrest responses since one successful germination event is sufficient to maintain the size of the population. However, *Arabidopsis* is not a long distance seed dispersal species and the majority of seeds is expected to fall in the vicinity of the mother plant. Furthermore, *Arabidopsis* seedlings are small and fragile and poor dispersion would increase their chance of being killed at the same time whenever faced by a local threat. It is therefore expected that early development is tightly regulated in *Arabidopsis* to enhance plant survival. Indeed, *Arabidopsis* has evolved elaborate germination arrest control mechanisms that are widely regarded as being protective. These include seed dormancy, believed to prevent germination out of season, and control of seed germination of non-dormant seeds in response to abiotic factors, which is also considered to protect the plant (Kami et al., 2010; Penfield and King, 2009).

Here, we described laboratory conditions where the AMB-dependent germination arrest protects the plant from the potentially fatal effect of AMB on seedlings (Figure 7). This could indicate that this response has evolved as an adaption to counteract damage induced by biotic harmful compounds similarly to what is proposed for abiotic stresses. More generally, it is also consistent with the notion that it could correspond to a protection mechanism against pathogenic bacteria in the environment. Given the link between AMB and QS activity in *P. aeruginosa*, it is tempting to speculate that evolving a germination arrest response to AMB could be doubly advantageous: (1) it could protect the plant from the AMB toxin and (2) it could reveal the presence of the plant pathogen *P. aeruginosa*.

However, presently these considerations remain highly speculative. Indeed, the GRAs released by *P. aeruginosa* reported here are observed after culturing *P. aeruginosa* to high densities that trigger IQS QS activity. Whether bacteria such as *P. aeruginosa* proliferate to such high densities in the rhizosphere is unclear. The number of *P. aeruginosa* cells building up in the environment is subject to controversy. Green *et al.* were able to detect *P. aeruginosa* in 24% of soil samples studied and reported that it multiplied in lettuce and bean under conditions of high temperature and high humidity (Green et al., 1974). On the other hand, Deredjian *et al.* reported that *P. aeruginosa* has low occurrence in agricultural soils. However, they were able to detect them in high amounts in various manures, consistent with previous reports (Deredjian et al., 2014). These results could suggest that *P. aeruginosa* could only be found in high densities in the rhizosphere where food is available, including near decaying fruit or animal droppings, together with the proper moisture or temperature conditions. This could limit the ecological significance of controlling seed germination responses to biotic factors.

On the other hand, high densities of bacteria in the rhizosphere may not be obligatory to elicit seed germination responses. The Quorum Sensing is usually invoked to describe situations when high densities of cells trigger coordinated responses after autoinducers reach high concentrations in the environment. However, a given individual bacterium can only detect the autoinducer concentration present in its immediate proximity, which can include the autoinducer molecules that the same bacterium releases. In the rhizosphere, there could be situations limiting autoinducer diffusion, altering autoinducer advection, reducing autoinducer degradation or altering autoinducer spatial distribution, which could lead to high local concentrations of autoinducer even in absence of high densities of bacteria. Thus, a given bacteria cannot distinguish among the various scenarios leading to high autoinducer concentration. These considerations lead to the proposal that autoinducers fulfill a role beyond that of detecting high densities of bacteria (Redfield, 2002). They could allow bacteria to sense whether diffusion of molecules in their immediate environment is limited (Diffusion Sensing –DS-). In turn, this would allow a given bacteria to determine whether a given effector would diffuse efficiently or not (Hense et al., 2007).

Clearly, testing the model that the AMB-dependent germination arrest fulfills an adaptive function in plants will require future investigations. These include (1) a better understanding of the ecology of *P. aeruginosa* in real field settings, (2) identifying AMB’s interacting targets in *Arabidopsis* responsible to convey the AMB-dependent germination arrest and (3) studying the fitness in the field of *Arabidopsis* mutants lacking those targets.

Undoubtedly, the findings reported here offer a very narrow sample of interactions that could take place between seeds and living organisms in the rhizosphere.

## Materials and methods

### Plant material

All seed batches compared in this study were harvested on the same day from plants growth side by side under the same environmental conditions. Seeds of *Arabidopsis thaliana* plants were all from Columbia Col-0 background. The *Arabidopsis* mutants used in this study were *aba1-6* (Barrero et al., 2005), *abi5-3* (Finkelstein and Lynch, 2000), *abi3-8* (Nambara et al., 2002), *tir1-1* (purchased on Nottingham Arabidopsis Stock Centre -NASC- N3798, Ruegger et al., 1998), *Δacs145679* (*acs1-1 acs2-1 acs4-1 acs5-2 acs6-1 acs7-1 acs9-1*, purchased on NASC, N16650, Tsuchisaka et al., 2009), *rgl2-13* (Tyler et al., 2004), *Δdella* (*rgl2-Sk54 rga-28 gai-t6 rgl1-Sk62 rgl3-3*; Park et al., 2013). We generated *rgl2-SK54 rga-28* double mutants and *rgl2-SK54 rga-28 gai-t6* triple mutants for this study. Seeds were surface sterilized and sowed on germination plates as described (Piskurewicz and Lopez-Molina, 2016). Germination plates were incubated in growth chambers (22°C, 70% humidity, 100μmol/m^2^/s, 16 hr/8 h day/light photoperiod).

### *Pseudomonas* material

The *Pseudomonas* strains used in this study are listed in Supplementary file 5.

### Preparation of germination plates containing *P. aeruginosa*

Bacteria were cultured with agitation in 5 ml LB medium for 16 hr at 37˚C (with the exception of *P. fluorescens*, grown at 30°C). Bacteria density was controlled by OD_600_ (Ultrospec 2000, Pharmabiotec) and stocks were made for each bacteria strain when OD_600_ reached 1.2. A volume of 25 μL of liquid culture containing approx. 7 × 10^8^ CFU was streaked on a square plate (120 × 120 mm, Huberlab) containing Murashige and Skoog (MS) medium (4.3 g/L), 2-(N-morpholino)ethanesulfonic acid (MES) (0.5 g/L), 0.8% (w/v) Bacto-Agar (Applichem) and 20 mM succinate. Plates were incubated for 3 days in the dark in plant growth chambers (22°C, 70% humidity). The resulting plates were used for germination tests as described in Figure 1—figure supplement 1. All experiments were repeated independently several times with similar results.

### Preparation of germination plates containing bacteria-free extracts

Bacteria were cultured with agitation in a liquid solution (0.215 g/L MS, 20 mM succinate) for 24 hr at 37˚C and the saturated culture was centrifuged at 4˚C for 30 min (HiCen XL, Herolab) to pellet bacteria. The supernatant was then filtrated (0.22 µm filter) and lyophilized (Freeze-dryer Alpha 2–4 LD plus, Christ) as described in Figure 2—figure supplement 2. The resulting bacteria-free lyophilizate (also referred as ‘extract’ in the main text) was stored at −20°C. To perform germination assays, the lyophilizate was resuspended in water at 40 mg/ml and used at different concentrations as shown and described in the figures and figure legends. All experiments were repeated independently several times with similar results.

### Chemical treatments

Commercially available chemicals used in this study can be find as following: 5-(4-Chlorophenyl)−2,4-dihydro-[1,2,4]-triazole-3-thione (named Yucasin, CAS registry number: 26028-65-9) was ordered from Santa Cruz biotechnology (product sc-233161); DL-Propargylglicine (named PAG, CAS registry number: 64165-64-6), was ordered from Sigma-Aldrich (product P7888), (*S*)-*trans*-2-Amino-4-(2-aminoethoxy)−3-butenoic acid (named AVG, CAS registry number: 55720-26-8) was ordered from Sigma-Aldrich (product A6685) and AgNO_3_ (CAS registry number: 7761-88-8) was ordered from Sigma-Aldrich (product S7276).

### Western blots

Seed extracts were prepared as previously described (Piskurewicz et al., 2008). Polyclonal anti-RGL2 and anti-ABI5 were as previously described (Piskurewicz et al., 2008). Polyclonal anti-GAI was produced as described in Piskurewicz et al. (2008). Anti-RGA antibody was purchased (Agrisera, product AS11 1630, RRID:AB_10749442). A commercial anti-UGPase antibody was used as a loading control (Agrisera, product AS05 086, RRID:AB_1031827).

### RNA extraction and RT-qPCR

Total RNA was extracted as described (Piskurewicz and Lopez-Molina, 2016). RNAs were treated with RQ1 RNase-Free DNAse treatment (Promega) and cDNAs were made from 1 ug of RNA using ImProm-II reverse transcriptase (Promega). Amplification was done using GoTaq qPCR Master mix (Promega) and reaction was performed on QuantStudio 5 Real-Time PCR equipment (Thermo Fisher Scientific) according to manufacturer instructions. Relative transcript levels were calculated using the comparative Ct method and normalized to PP2A (AT1G69960) gene transcript levels. qPCR experiment were performed in biological triplicate. Primers used in this study are listed in Supplementary file 5.

### RNAseq

Surface-sterilized WT (Col-0) and *Δdella* seeds were sown in germination plates in absence or presence of (PAC 5 μM), *P. aerurinosoa* (*PAO1*) extracts (0.7 mg/mL) or GA (10 μM) and cultured for 20 hr prior to total seed RNA extraction. cDNA libraries from two independent biological replicates were normalized and sequenced using HiSeq4000 (Illumina) with single-end 50 bp reads. Reads were mapped to Col-0 genome (TAIR10) with the TopHat program. Differential gene expression analysis was performed with the Cuffdiff program calculated by pooling the biological replicates. Differentially expressed genes were selected according to their significance in fold-change expression (false discovery rate, FDR < 0.05) and a threshold level of at least two-fold change between samples (log_2_ ratio ≥1 and ≤−1). All RNAseq analysis were performed on GALAXY website. For data visualization, clustering analysis were done with Gene Cluster 3.0 using average linkage method and visualized with Java Treeview version 1.1 6r4, were expression levels were color coded as following: red color for overexpressed, black color for unchanged expression and green color for underexpressed genes. All data are publicly available through the GEO database with accession number GSE115272.

### Metabolomic analysis

With the aim to obtain preliminary information about the chemical nature of the GRA, bacterial extracts containing or not containing the GRA were analyzed by comprehensive UHPLC-HRMS^2^ metabolite profiling and data were mined by differential untargeted metabolomics (see below Appendix 1, part ‘*1. Metabolomic analysis informations’* for details). Data were acquired on extracts from strains releasing (*PAO1* WT and ∆*pqsA*) or not releasing a GRA (∆*ambE* and ∆*lasI*∆*rhlI*). After the appropriate data treatment, all MS signals recorded were gathered as peak lists of individual features (mass and retention time were annotated as follow: *m/z* @ RT) each strain for subsequent multivariate data analysis to identify biomarkers. After alignment, the resulting peak list (Supplementary file 3) was then mined for differential features using unsupervised PCA (principal component analysis) and supervised statistical analysis approaches OPLS-DA (orthogonal partial least squares discriminant analysis). The PCA already allowed to clearly separate the four different bacteria extracts according to their MS features (Figure 4—figure supplement 3A). An OPLS-DA was carried constructing two ‘active’ vs. ‘non-active’ groups namely (*PAO* and ∆*pqsA* (‘active’) vs ∆*ambE* and ∆*lasI/rhlI* (‘non-active’) (Figure 4—figure supplement 3B). This analysis afforded a list of biomarkers responsible for the metabolic differences between strains (Supplementary file 4). The annotation of the most significant MS features was done using exact mass information and search against a database of natural products taxonomically restricted to the genus *Pseudomonas*. The bioactive compound was known to be a polar compound since activity was observed to be present in the H_2_O eluted fraction of all GRA-containing extracts when eluted through reversed phase chromatography (Figure 4—figure supplement 6). Taking all this information into account one specific MS feature *m/z* 327.12 eluting at a retention time of 0.46 min (*m/z* = 327.12 @ RT 0.46 min) could be highlight when filtering the discriminant loadings of the OPLS-DA analysis for the most polar compounds (Supplementary file 4). This exact mass corresponded to a molecular formula (MF) of C_11_H_22_N_2_O_7_S, which did not yield any hit when querying the whole Dictionary of Natural Products (http://dnp.chemnetbase.com/). In order to gain information on this specific feature, a molecular network (MN) was constructed based on MS fragmentation similarities between extracts constituents using the untargeted MS/MS data acquired on *PAO*, ∆*pqsA*, ∆*ambE* and ∆*lasI*∆*rhlI* mutants and bioactivity data were mapped on this MN. The MN generated allows grouping compounds with structural similarities in clusters (Wang et al., 2016). The MN was searched for the feature *m/z* = 327.12 @ RT 0.46 min which was found to be related to a cluster of 3 ions (Figure 4—figure supplement 5). As expected the ion *m/z* 327.12 was only found in the ‘active’ labelled species. Surprisingly, one of the related ion at *m/z* 196.06 (C_6_H_13_NO_4_S) was found in both active and non-active samples but also in the culture media. Using the CSI:FingerID in silico fragmentation platform (https://www.csi-fingerid.uni-jena.de/, Dührkop et al., 2015), it was identified as 2-(N-morpholino)ethanesulfonic acid) or MES, a known constituent of the used culture media. Since MES in known to readily form coordination complexes we focused on the mass difference between ion *m/z* 327.12 and *m/z* 196.06, which was found to correspond to a mass difference of 131.1 Da. and a MF of C_5_H_9_NO_3_. Searching this MF within reported metabolites of *Pseudomonas sp*. permitted to annotate this compound, possibly responsible for the GRA, as L-2-amino-4-methoxy-trans-3-butenoic acid (also referred as methoxyvinylglycine or AMB). PCA analysis (Figure 4—figure supplement 4A) followed by an OPLS-DA was also carried between biological replicates of *P. aeruginosa* extract ∆*ambE* and *AMBox* (Figure 4—figure supplement 4B). This analysis indicated that *m/z* 327.12 was found between the most discriminant features (Figure 4—figure supplement 5B, Supplementary file 4). Comparison of the extracted MS ion trace intensities of *m/z* 327.12 among the mutants indicated that this ion was indeed over-expressed in *AMBox* (ca. 20 fold between *AMBox* and *PAO1* WT, Figure 4—figure supplement 5B). Additional informations can be found below in the section Appendix 1. All raw data have been deposited under the Massive Dataset ID MSV000082463, available at the following address: ftp://massive.ucsd.edu/MSV000082463.

### Biochemical purification procedures

WT *PAO1* and ∆*ambE* extracts were separately fractionated by a reversed phase semi-preparative HPLC (High Performance Liquid Chromatography) into four fractions. The conditions for fractionation were obtained by a gradient chromatographic transfer of the metabolite profiling after optimization at the analytical level (see below Appendix 1, part ‘*2. Bioguided biochemical purification analysis’* for details). A GRA was found to be present in the polar fraction F1 from WT *PAO1* extracts only. The NMR analysis of this fraction allowed detecting the presence of characteristic proton signals of the AMB molecule (data not shown). In order to confirm the structure of this compound and assess its biological properties, the crude extract of the strain *AMBox* was fractionated at large scale using RP-MPLC (Reversed Phase Medium Pressure Chromatography, C18) followed by semi-preparative HPLC purification using an amide stationary phase for efficient selectivity (Figure 4—figure supplement 6B). The structure of AMB was finally confirmed by extensive 1D and 2D NMR and HRMS analyses (Appendix 1—figures 1 and 2). For AMB quantification and NMR analysis, see below Appendix 1 part ‘3. *AMB quantification’* and part.4 *‘Chemical identity of the isolate AMB*’ for details.

## Appendix 1

### Metabolomic analysis informations

10.7554/eLife.37082.048 Extraction procedure Bacteria-free extracts were solubilized in water (4 mg/ml) for mass spectrometry analysis. Data dependent UHPLC-HRMS^2^ analysis Chromatographic separation was performed on an Acquity UHPLC system (Waters, Milford, MA, USA) interfaced to a Q-Exactive Plus mass spectrometer (Thermo Scientific, Bremen, Germany), using a heated electrospray ionization (HESI-II) source. The LC conditions were as follows: column: Waters BEH C18 100 × 2.1 mm, 1.7 µm; mobile phase: (A) water with 0.1% formic acid; (B) acetonitrile with 0.1% formic acid; flow rate: 600 μL.min-1; injection volume: 1 µL; gradient: linear gradient of 5–100% B over 8 min and isocratic at 100% B for 3 min. In positive ion mode, diisooctyl phthalate C_24_H_38_O_4_ [M + H]^+^ ion (*m/z* 391.28429) was used as internal lock mass. The optimized HESI-II parameters were the following: source voltage: 3.5 kV (pos), sheath gas flow rate (N2): 48 units; auxiliary gas flow rate: 11 units; spare gas flow rate: 2.0; capillary temperature: 300°C (pos), S-Lens RF Level: 55. The mass analyzer was calibrated using a mixture of caffeine, methionine-arginine-phenylalanine-alanine-acetate (MRFA), sodium dodecyl sulfate, sodium taurocholate and Ultramark 1621 in an acetonitrile/methanol/water solution containing 1% formic acid by direct injection. The data-dependent MS/MS events were performed on the four most intense ions detected in full scan MS (Top4 experiment). The MS/MS isolation window width was 2 Da, and the normalized collision energy (NCE) was set to 35 units. In data-dependent MS/MS experiments, full scans were acquired at a resolution of 35 000 FWHM (at *m/z* 200) and MS/MS scans at 17 500 FWHM both with a maximum injection time of 50 ms. After being acquired in the MS/MS scans, parent ions were placed in a dynamic exclusion list for 3.0 s. Molecular Network Analysis The MS^2^ data were converted from the. RAW (Thermo) or. d (Agilent) standard data-format to. mzXML format using the MSConvert software, part of the ProteoWizard package.Chambers et al., 2012 The molecular network was created using the online workflow at GNPS (http://gnps.ucsd.edu). The data was then clustered with MS-Cluster with a parent mass tolerance of 0.08 Da and a MS/MS fragment ion tolerance of 0.05 Da to create consensus spectra. Further, consensus spectra that contained less than two spectra were discarded. A network was then created where edges were filtered to have a cosine score above 0.65 and more than six matched peaks. Further edges between two nodes were kept in the network if and only if each of the nodes appeared in each other's respective top 10 most similar nodes. The spectra in the network were then searched against GNPS' spectral libraries. All matches kept between network spectra and library spectra were required to have a score above 0.6 and at least six matched peaks. The generated molecular network is accessible at the following address: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=98375138ca634aa2827d693d3235ebe5 MS data treatment and multivariate data analysis MzMine data treatment parameters are available as a. txt parameter file for both data sets: (*PAO1* and ∆*pqsA*) vs. (∆*ambE* and *∆lasI∆rhlI*) analysis (Supplementary file 6 ) and ∆*ambE* and *AMBox* analysis, (Supplementary file 7 ). For the (*PAO1* and ∆*pqsA*) vs. (∆*ambE* and ∆*lasI*∆*rhlI*) analysis, this data treatment was led on two biological replicates and led to a peaklist of 1382 individual features (m/z@RT) (Supplementary file 3). For the ∆*ambE* vs. *AMBox* analysis, this data treatment was led on three biological replicates and led to a peaklist of 1049 individual features (m/z@RT) (Supplementary file 3). PCA and supervised multivariate data analysis was done using the ropls R package available at (https://doi.org/10.18129/B9.bioc.ropls). Mean-centering and pareto scaling were applied. Significance of the respective models was depicted in the Figure 4—figure supplement 3 and Figure 4—figure supplement 4, respectively.

### Bioguided biochemical purification analysis

HPLC-PDA-ELSD analysis HPLC-PDA-ELSD analyses for the profiling the *Pseudomonas* extracts prior to isolation were conducted on a HP 1260 system equipped with a photodiode array detector (Agilent Technologies, Santa Clara, CA, USA) connected to an ELSD Sedex 85 (Sedere, Oliver, France). The HPLC conditions were as follows: Interchim PF10 C18 column (250 × 4.6 mm i.d., 10 μm, Montluçon, France); solvent system MeOH (B) and H_2_O (A). Flow rate 1 mL/min; injection volume 20 μL; sample concentration 10 mg/mL in the mobile phase. The UV absorbance was measured at 210, 254, 280 and 366 nm and the UV-PDA spectra were recorded between 190 and 600 nm (step 2 nm). The ELSD detection parameters were: pressure 3.5 bar, 40°C, gain 8. Semi prep HPLC-UV fractionation of the PAO1 extract The fractionation of the crude ethanol extract using the semi-preparative HPLC-UV (High Performance Liquid Chromatography hyphenated to Ultra-Violet detector) was performed with an X-Bridge RP C18 column (5 µm, 250 × 21.2 i.d., mm; Waters, Milford MA, USA). The flow rate was set at 17 mL/min and the injection volume was of 500 µL (30 mg of the crude extract). The solvent system used was (A) H_2_O and (B) MeOH. The separation was performed using the follow conditions: 3% of B between 0 and 15 min, follow by gradient step of 3% of B to 100% of B in 45 min. The column was washed for 10 min with 100% B. 75 fractions of 12 ml were collected (see separation in Figure 4—figure supplement 6A). Eight consecutive injections were performed (240 mg of the crude extract in total). After collection, each fraction was evaporated to dryness using a SpeedVac (HT-4X Genevac, Stone Ridge, NY, USA). In order to obtain a rough fractionation and identify the zone of the chromatogram containing bioactive constituents, the fractions were combined in four main fractions (F1-F4) with the following yield F1 (142.2 mg), F2 (9.88 mg), F3 (6.76 mg) and F4 (18.91 mg). The GRA activity of the four fractions was evaluated in the germination assay. Fraction F1 presented a strong GRA and proton NMR signals corresponding to AMB. Isolation of the germination inhibitor principle from the AMBox extract The lyophilized supernatant (4.2 g) of the *AMBox* strain was fractionated using medium pressure liquid chromatography (MPLC-UV) with a Zeoprep C18 column (40–63 m, 460 × 49 mm i.d.; Zeochem, Uetikon am See, Switzerland). These conditions were first optimized on an analytical HPLC column (250 × 4.6 mm i.d., 15–25 μm, Zeochem, Uetikon am See, Switzerland) packed with the same stationary phase and then chromatographic conditions were geometrically transferred to the preparative scale (Challal et al., 2015). The extract was introduced in the MPLC column by dry injection. For this, 4.2 g of the extract were mixed with 20 g of Zeoprep C18 stationary phase. The mixture was conditioned in a dry load cell (11.5 × 2.7 cm i.d.). The dry load cell was connected between the pump and the MPLC column. The flow rate was 30 mL/min, and the UV absorbance was detected at 210, 254 and 366 nm. The solvent system used was (A) H_2_O and (B) MeOH. The separation was performed using the following conditions: 3% of B between 0 and 69 min, 3% to 40% of B in 162 min, 40% of B during 63 min, and a final step of 40% to 100% of B in 126 min. 46 fractions of 250 ml were collected. After collection, each fraction was evaporated to dryness using a Syncore Analyst (Buchi, Flawil, Switzerland). The fractions were controlled by HPLC-UV Fraction 3 (511.3 mg) was chosen to be purified since it provided the same chemical profile as the active previously detected at the bio-guided purification phase described above. The final purification step was performed by semi-preparative HPLC using an X-Bridge BEH Prep OBD Amide column (5 µm, 250 × 19 mm i.d.; Waters, Milford MA, USA) using (A) Acetonitrile/water 95:5 with 0.4% FA and (B) H_2_O with 0.2% FA and 100 mM ammonium formiate. The flow rate was 11 mL/min, and the UV absorbance was detected by UV scan (210–366 nm). All fractions were submitted to UHPLC-ToF analysis and proton NMR. Using this approach AMB (2.5 mg) was purified from F37 (Figure 4—figure supplement 6B). Fraction control by UHPLC-ToF analysis Aliquots (0.1 ml) of each semi-prep HPLC fractions were diluted with 400 µl and analyzed by UHPLC-ToF (Ultra High Performance Chromatography hyphenated to Time of Flight Mass Spectrometer) using the followed conditions: ESI conditions were as follows: capillary voltage 2400 V, cone voltage 40 V, MCP detector voltage 2500 V, source temperature 120°C, desolvation temperature 300°C, cone gas flow 20 L/h, and desolvation gas flow 700 L/h. Detection was performed both in negative and positive ion mode with a *m/z* range of 100–1300 Da and a scan time of 0.5 s in the W-mode. The MS was calibrated using sodium formate, and leucine encephalin (Sigma-Aldrich, Steinheim, Germany) was used as an internal reference at 2 μg/mL and infused through a Lock Spray probe at a flow rate of 10 μL/min with the help of a second LC pump. The separation was performed on an Acquity BEH C18 UPLC column (1.7 µm, 50 × 1.0 mm i.d.; Waters, Milford, MA, USA) using a linear gradient (solvent system: A) 0.1% formic acid–H_2_O, B) 0.1% formic acid–acetonitrile; gradient: 5–95% B in 4.8 min, flow rate 0.3 ml/min). The temperature was set to 40°C. The injected volume was kept constant (2 µL).

### AMB quantification

Standard Preparation and Calibration Curve Synthetic standard of AMB (L-2-amino-4-methoxy-*trans*-3-butenoic acid) was dissolved in H_2_O solution at 10 mM, and used as standard stock solution for generating calibration curves. The stock solutions were diluted in H_2_O to afford 10, 20, 30, 40, 50, 60, 70, 80, 90 and 100 µM solutions of AMB. These 10 standard solutions were injected in triplicate to generate a ten point calibration curve. Standard curve was linear with R²=0.94625 and the following function y = 19175 x - 184455. Peak areas of the target compound in experimental samples were within the linear range of the curve except those of the *AMBox* extract samples, which were diluted 10 fold to fit within the linear range. MS conditions for AMB quantification Chromatographic separation was performed on an Acquity UHPLC system (Waters, Milford, MA, USA) interfaced to a Q-Exactive Focus mass spectrometer (Thermo Scientific, Bremen, Germany), using a heated electrospray ionization (HESI-II) source. The LC conditions were as follows: column: Waters BEH Amide 50 × 2.1 mm, 1.7 µm; mobile phase: (A) water with 20 mM ammonium formate, pH 3; (B) acetonitrile with 0.1% formic acid; flow rate: 400 μL.min-1; injection volume: 1 µL; gradient: isocratic at 100% B for 0.2 min followed by a linear gradient of 100–70% B over 4 min and isocratic at 70% B for 0.6 min. In positive ion mode, diisooctyl phthalate C_24_H_38_O_4_ [M + H]^+^ ion (*m/z* 391.28429) was used as internal lock mass. The optimized HESI-II parameters were the following: source voltage: 3.5 kV (pos), sheath gas flow rate (N2): 48 units; auxiliary gas flow rate: 11 units; spare gas flow rate: 2.0; capillary temperature: 256.2°C (pos), S-Lens RF Level: 45. The mass analyzer was calibrated using a mixture of caffeine, methionine-arginine-phenylalanine-alanine-acetate (MRFA), sodium dodecyl sulfate, sodium taurocholate and Ultramark 1621 in an acetonitrile/methanol/water solution containing 1% formic acid by direct injection. The data-dependent MS/MS events were performed on the three most intense ions detected in full scan MS (Top3 experiment). The MS/MS isolation window width was 1 Da, and the normalized collision energy (NCE) was set to 15, 30 and 45 units. In data-dependent MS/MS experiments, full scans were acquired at a resolution of 35 000 FWHM (at *m/z* 200) and MS/MS scans at 17 500 FWHM both with an automatic maximum injection time. After being acquired in the MS/MS scans, parent ions were placed in a dynamic exclusion list for 2.0 s.

### Chemical identity of the isolated AMB

The chemical identification of the isolated AMB was performed by classical Nuclear Magnetic Resonance (NMR) and high resolution mass spectrometry (HRMS) analysis. For this, a series of NMR experiences were recorded on a Bruker Avance III HD 600 MHz NMR spectrometer equipped with a QCI 5 mm Cryoprobe and a SampleJet automated sample changer (Bruker BioSpin, Rheinstetten, Germany). Chemical shifts are reported in parts per million (δ) using the TSP-d_4_ (sodium trimethlysilyl propionate-d4) signal at δ_H_ 0.0; δ_C_ 0.0 as reference for ^1^H and ^13^C NMR, respectively, and coupling constants (*J*) are reported in Hz. Complete assignments were obtained based on 2D-NMR experiments: Correlation Spectroscopy (COSY), Heteronuclear Single Quantum Correlation (HSQC) and Heteronuclear Multiple Bond Correlation (HMBC) (Appendix 1—figure 1). The HRMS of F37 presented a molecular ion *m/z* 130.0498 [M-H]^-^ corresponding to the molecular formulae C_5_H_9_NO_3_. The ^1^H and HSQC NMR spectra of F37 showed two olefinic protons at δ_H_ 6.69 (d, *J* = 12.6 Hz, H-4) / δ_C_ 154.5 and 4.92 (dd, *J* = 12.6, 9.4 Hz, H-3) / δ_C_ 103.2, a methine at δ_H_ 3.96 (d, *J* = 9.4 Hz, H-2) / δ_C_ 57.5 and a methoxy group at δ_H_ 3.60 (s, OMe) / δ_C_ 59.1. The COSY correlations from H-2 to H-3 and H-3 to H-4 and the HMBC correlations from H-3 to the methoxy at δ_C_ 59.0 and from H-2 to the carbonyl acid at δ_C_ 180.7. All these data allowed identifying F37 as L-2-amino-4-methoxy-*trans*-3-butenoic acid (AMB). In order to confirm this hypothesis the NMR spectrum of a synthetic AMB was recorded and compared to the isolated compound (Appendix 1—figure 2). Both compound presented the same signals confirming the identity of the isolated compound as AMB. Chemical description of AMB (F37): ^1^H NMR (D_2_O, 600 MHz) δ 3.60 (3H, s, OMe), 3.96 (1H, d, *J* = 9.4 Hz, H-2), 4.92 (1H, dd, *J* = 12.6, 9.4 Hz, H-3), 6.69 (1H, d, *J* = 12.6 Hz, H-4). ^13^C NMR (D_2_O, 151 MHz) δ 57.5 (C-2), 59.1 (OMe), 103.2 (C-3), 154.5 (C-4), 180.7 (C-1). HREIMS m/z 130.0498 (calcd for C_5_H_9_NO_3_, 130.0510, Δ = −8.7 ppm).

How the deposited data were processed for this re-analysis (not part of the article)

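The transcriptome experiment compared WT (Col-0) and *Δdella* seeds after 20 hr on MS, PAC, PAC and GA, *PAO1* extract, or *PAO1* extract and GA, with 2 biological replicates in each of 10 groups. The authors mapped single-end 50 bp reads to TAIR10 with TopHat and ran Cuffdiff on Galaxy with the replicates pooled. The versions, the annotation release and the Cuffdiff normalization are not given in the sources used here. The authors' deposited table holds FPKM values, 1 per gene and group. It also holds the authors' log2 fold changes, the Cuffdiff statistic (a score deposited by the authors), and the authors' p-values and q-values for each of the 45 pairs of groups. Each sample was assigned to its group by its title and by the group name in the deposited table. Values of single replicates were not used here.

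The deposited log2 fold change equals the log2 ratio of the deposited FPKM values. The deposited q equals the Benjamini-Hochberg adjustment of the p-values over all 45 comparisons together, to within 5.28e-07. Fold changes, p and q of single genes within a comparison come from the authors' deposited table. Fold changes with 1 added to the FPKM values, Fisher's exact tests on gene sets, p adjusted within a comparison and tests of the difference between genotypes were computed from it. A gene counts as changed at q under 0.05 and at least a 2-fold change, as in the paper's methods. Genes listed at 0 in 1 group were kept in the counts, as the rule set before the data were examined did not exclude them. No pseudocount and no filter on low values were applied, except where stated. DELLA-dependent genes were those called in WT and not in *Δdella* seeds. The GA-independent genes among them were also called with extract and GA in the same direction.

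The test of a difference in response between genotypes divides the difference of the log2 fold changes by the combined standard errors, with a two-sided normal p and Benjamini-Hochberg adjustment. The plan was to take each standard error from the Cuffdiff statistic, provided that its normal p matched the deposited p. It did not: the z of the deposited p was 1.42 times the statistic at the median, and 42171 values had p under 0.05 by the deposited p only, against 55424 by both and 2590 by the statistic only. The standard errors were therefore taken from the deposited p. This replacement was chosen after the counts under both had been seen, and both are given. As no deposited p lies below 5e-05, the standard errors of strongly changed genes are overstated. Another version took the noise from differences between *Δdella* groups, over the 500 genes nearest in FPKM.

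The functions for calling and for the test of the difference were tested on simulated data with noise as the deposited p imply and with 200 changed genes. For the PAC comparison, with 17121 genes, the test of the difference recovered 28% of genes with a log2 difference of 2 and 58% of those with a difference of 3, with 2 and 5 false calls. For the extract the false calls were 7 and 6. Simulations with 20 and 90 changed genes were added after the count of 0 for the extract was seen. Overlaps between comparisons that share a control were set beside 100 simulations in which 1 treated group did not differ from that control. The noise was as between *Δdella* groups, and calls were redrawn in each. A further version, with all calls drawn as chance, is given for the overlaps that these simulations do not decide. A first version kept the observed calls fixed, which removes the effect of the shared control. It was replaced after its values were seen. A further version took all change as chance, and its medians are given as well. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib.

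Depth in reads is unknown. The deposited FPKM of a group sum to between 882351 and 988764, and between 12095 and 12791 genes are listed at 0 in a group. The lowest values in genes with 1 exon are not whole multiples of 1 step, so reads were not recovered from them. For this check 32810 of the 33557 gene identifiers were matched by locus tag to the TAIR10.1 annotation, which also gave symbols for genes the deposited table names by identifier only. Coordinates are those of the authors' table.

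The genes named are every gene the paper names for the seed transcriptome, the members of called sets of 5 or fewer, the 3 largest rises and 3 largest falls with PAC and with extract in WT seeds at 1 FPKM or more in both groups, and the 5 largest of the GA-independent set. The fold changes in the paper's supplementary files had been seen when this rule was written. Members of larger called sets that are listed at 0, the small nucleolar RNA genes, the karrikin-annotated genes and the genes singled out for their PAC values were chosen after their values were seen. Alternatives set before the data were examined were an FDR of 0.01, no fold threshold, at least 1 FPKM in 1 of the groups, a pseudocount of 1, adjustment within the comparison, and other definitions of the gene sets. Leaving out genes listed at 0 and the versions of the standard error were added later. In tests on shares of genes moving in a direction, over 75% was read as most and under 60% as about as many each way, limits set after most of these shares were known. Germination, protein blots, RT-qPCR and metabolite data were not analysed here.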

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

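The tests in this part were chosen only after the results were seen, apart from the test of the difference in the PAC response, which was planned with another standard error.

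The paper does not report which genes differ between untreated *Δdella* and WT seeds, a comparison in which 800 genes were called, 573 higher and 227 lower in *Δdella* seeds. Sequence differences linked to the mutated loci would place nearly all of them near a DELLA gene, but 21.8% lie within 2 Mb of one of the 5, against 17.7% of all tested genes. The share called was 7.36% near *RGL1* and 6.92% near *GAI*, against 4.23% outside the windows, so linked differences stay open for part of the genes there. Chance values of the MS libraries would not recur on PAC and GA, where 78.2% of the 800 were called again in the same direction. DELLA activity in WT seeds on MS predicts that *Δdella* seeds on MS differ from WT seeds opposite to the effect of PAC. Among the genes called between the genotypes on MS and also between WT seeds on PAC and on PAC and GA, comparisons that have no library in common, this held for 98.1% (204 of 208). This is consistent with DELLA activity in WT seeds without PAC, as a hypothesis. The paper states that compared seed batches were harvested on 1 day from plants grown side by side, which speaks against growth conditions. A difference in developmental stage was not tested and stays open.

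With extract, 76 genes were called in *Δdella* seeds only, 45 higher and 31 lower, a set the paper does not discuss. Chance values of the libraries compared would leave about as many moving each way between *Δdella* seeds on extract with GA and on PAC with GA. Of the 71 not listed at 0, 100% moved in the same direction there, and 44 were called. In WT seeds 66 of the 71 moved in the same direction with the extract, at a median of 0.517 times the log2 change in *Δdella* seeds. The choice of genes called in *Δdella* seeds only lowers this ratio by itself. Whether a single response shared by both genotypes, with calls lost at the threshold, accounts for the genes called in 1 genotype only was examined by simulation. With noise as between *Δdella* groups, 60 of 100 simulations of such a response, scaled to the observed number of calls, called as many genes in WT seeds only as the 85 observed. With the noise the deposited p imply, 95 did. These simulations called more genes in *Δdella* seeds only (medians of 98 and 99, against 68 observed) and fewer in both genotypes (25 and 19, against 43). Without scaling, the noise enters the response as well, all 100 simulations with either noise reached the 85, and the medians were 124 and 151 in *Δdella* seeds only and 67 and 60.5 in both. The noise between *Δdella* groups also called a median of 70 genes in a simulated group without change, more than the 8 called for PAC in *Δdella* seeds. The unscaled version was run first, and the scaling was added after its result was seen. No version matched all 3 counts, so a shared response and one that differs in part between the genotypes cannot be told apart here.

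Between WT seeds on extract with and without GA, a comparison the paper gives only for the genes of Supplementary file 2, 108 genes were called, 23 higher and 85 lower with GA. If GA acts on the genes that PAC changes, the directions should be opposite. Of the 83 genes called in both comparisons, which have no library in common, and with finite values, 98.8% moved in opposite directions. This is consistent with GA acting on PAC-regulated genes in the presence of the extract. In *Δdella* seeds 6 genes were called for GA. The difference between the genotypes in the effect of GA was not tested.

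The effect of PAC differed between the genotypes for 356 genes by the test of the difference, which the paper does not give. With the planned standard error the number was 186. No technical explanation was tested for it, and the count depends on the noise assumed.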

How the results depend on the processing

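The standard errors from the deposited p, the noise between *Δdella* groups and the omission of genes listed at 0 were chosen after seeing the data. Over the counts and the karrikin test, 56 values under an alternative stayed within 1.5 times the main count or on the same side of the threshold, and 21 did not. None of the fold changes of named genes changed sign with a pseudocount of 1, 137 kept their side of the call, and 3 that were called fell under 2-fold (*ABI5* with PAC, 0.99, and AT1G63880 with extract, -0.63, and with extract and GA, -0.89, on the log2 scale).

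At an FDR of 0.01 the genes changed by PAC in *Δdella* seeds went from 8 to 5, those changed by PAC and GA from 38 to 22 in WT and from 4 to 0 in *Δdella* seeds, and those whose PAC response differs between genotypes from 356 to 0. For the last of these, no deposited p lies below 5e-05, so the standard errors of strongly changed genes are overstated. Even AT5G66260, among the largest falls with PAC in WT seeds, had an adjusted p of 0.0277 by the test of the difference. That 0 is therefore no evidence that the PAC responses are alike. For the other counts the cause was not tested.

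With the p of the authors' deposited table adjusted within each comparison, 0 genes were called for PAC in *Δdella* seeds and 0 for PAC and GA in either genotype. There 60, 399 and 57 genes had an unadjusted p under 0.05, each fewer than the 5% expected by chance from a calibrated test. As no p lies below 5e-05, a few changed genes alone cannot pass this adjustment, which fixed the 0 in *Δdella* seeds. The smallest adjusted p that results for PAC and GA in WT seeds is 0.0678, reached by the 13 genes at the smallest p of 5e-05. In the same way the genes changed by the extract in *Δdella* seeds went from 119 to 76, the DELLA-dependent genes still changed with GA from 25 to 15, and those of them not changed by PAC from 19 to 10.

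For PAC in *Δdella* seeds, 4 genes were called at 1 FPKM or more in 1 of the groups, 4 with a pseudocount of 1, and 3 without genes listed at 0. For PAC and GA in *Δdella* seeds, 2 were called without genes listed at 0. Without a fold threshold the genes still changed with GA numbered 38. A difference of at least 1 between the log2 fold changes of the genotypes, in place of a missing call in *Δdella* seeds, gave 30 genes in place of the 91 DELLA-dependent ones. Taking GA-independent to mean no significant difference with GA gave 52 in place of 25. These differences follow from the definitions.

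The test of a difference between genotypes depends on the noise used. For the extract it called 0 genes with standard errors from the deposited p (121 at an unadjusted p under 0.05), a setting that recovered 0% of 20 simulated genes and 8.89% of 90 at a log2 difference of 2, 2 with those from the statistic, and 196 with the noise between *Δdella* groups. For PAC the numbers were 356, 186 and 2890. The noise between *Δdella* groups has wider tails than a normal distribution, since the same test called 112 of 17590 genes in the groups the noise was taken from. Of the 196, 18 are called in WT seeds only and 15 in *Δdella* seeds only.

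No paired analysis was possible because the deposited table gives 1 value per group, with the replicates pooled by the authors. For the same reason no replicate was left out. Depth in reads is unknown, and no limit of detection is given for genes listed at 0.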

Differences from the paper's values

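The paper's value for genes changed by PAC in *Δdella* seeds is 3, and 8 were called here. Of the alternatives set before the data were examined, at least 1 FPKM in 1 of the groups and a pseudocount of 1 (4 genes each) come within 1.5 times the paper's value. An FDR of 0.01 (5), no fold threshold (10) and adjustment within the comparison (0) do not. The last 0 follows from the smallest p of 5e-05, at which a few genes alone cannot pass, and is no evidence against the paper's value.

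For PAC and GA in *Δdella* seeds the paper's value is 2, and 4 were called here. At least 1 FPKM in 1 of the groups and a pseudocount of 1 (3 genes each) come within 1.5 times it. An FDR of 0.01 (0), no fold threshold (6) and adjustment within the comparison (0) do not. For the adjustment within the comparison the 0 again follows from the smallest p.

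Leaving out genes listed at 0, an alternative chosen after seeing the values, gives 3 and 2, and it drops 0 of the 1103 genes in Supplementary file 1 and 0 of the 130 in Supplementary file 2. It also gives 1103 genes for PAC and 36 for PAC and GA in WT seeds, 130 for the extract, 87 DELLA-dependent genes, 24 still changed with GA and 18 of those not changed by PAC, each equal to the paper's value, where 1130, 38, 134, 91, 25 and 19 were called here. Of the alternatives set before the data were examined, counting as unchanged by PAC only genes without a significant change at any fold also gives 18.

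The paper states that *KUF1* and *BBX20/STH7* are strongly repressed by the extract in WT seeds but not in seeds without DELLA factors. If only strong repression is meant, this leaves room for a weaker fall in *Δdella* seeds. In *Δdella* seeds the log2 fold change in the authors' deposited table is -0.90 for *KUF1* (p = 0.004, q = 0.0675) and -0.81 for *BBX20/STH7* (p = 0.00495, q = 0.0793), both short of the thresholds, and in WT seeds it is -2.02 and -1.26. The log2 fold changes in the genotypes differed by -1.12 (SE 0.587) and -0.45 (SE 0.452), which neither shows nor excludes a difference between the genotypes.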

Other observations

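All tests in this part were chosen only after the results were seen.

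With PAC, 24 called genes in WT seeds are listed at 0, from a median of 0.966 FPKM on MS. Failed estimates unrelated to the treatment predict that these genes are higher in *Δdella* than in WT seeds on MS as often as any tested gene, which is 45.9%. The share was 95.8% (23 of 24), against 83.4% of the 639 genes that fell with PAC and are not listed at 0. The share differs from that of other tested genes (Fisher's exact test, two-sided, p = 2.16e-07) and not detectably from that of the other falling genes (p = 0.154, the same exact test). This argues against failed estimates as the whole cause, and single genes among the 24 stay open. In the whole table 8 genes are listed at 0 in 1 group and have at least 5 FPKM in the 9 others, with loci of 72 to 123 bp, and the cause was not tested.

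Chance values of the untreated WT libraries would leave the genes called with the extract moving each way about equally often when seeds on PAC and GA serve as the control. Of the 130 not listed at 0, 98.5% moved in the same direction against that control, at a median of 0.809 times the change, and 64 were called again. Both comparisons use the same extract libraries, so chance values of those are not tested by this.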
